# The Long Noncoding RNA Transcriptome of *Dictyostelium discoideum* Development

**DOI:** 10.1534/g3.116.037150

**Published:** 2016-12-06

**Authors:** Rafael D. Rosengarten, Balaji Santhanam, Janez Kokosar, Gad Shaulsky

**Keywords:** transcriptome time course, development, noncoding RNA, ribosomal RNA depletion, *Dictyostelium discoideum*, slime mold

## Abstract

*Dictyostelium discoideum* live in the soil as single cells, engulfing bacteria and growing vegetatively. Upon starvation, tens of thousands of amoebae enter a developmental program that includes aggregation, multicellular differentiation, and sporulation. Major shifts across the protein-coding transcriptome accompany these developmental changes. However, no study has presented a global survey of long noncoding RNAs (ncRNAs) in *D. discoideum*. To characterize the antisense and long intergenic noncoding RNA (lncRNA) transcriptome, we analyzed previously published developmental time course samples using an RNA-sequencing (RNA-seq) library preparation method that selectively depletes ribosomal RNAs (rRNAs). We detected the accumulation of transcripts for 9833 protein-coding messenger RNAs (mRNAs), 621 lncRNAs, and 162 putative antisense RNAs (asRNAs). The noncoding RNAs were interspersed throughout the genome, and were distinct in expression level, length, and nucleotide composition. The noncoding transcriptome displayed a temporal profile similar to the coding transcriptome, with stages of gradual change interspersed with larger leaps. The transcription profiles of some noncoding RNAs were strongly correlated with known differentially expressed coding RNAs, hinting at a functional role for these molecules during development. Examining the mitochondrial transcriptome, we modeled two novel antisense transcripts. We applied yet another ribosomal depletion method to a subset of the samples to better retain transfer RNA (tRNA) transcripts. We observed polymorphisms in tRNA anticodons that suggested a post-transcriptional means by which *D. discoideum* compensates for codons missing in the genomic complement of tRNAs. We concluded that the prevalence and characteristics of long ncRNAs indicate that these molecules are relevant to the progression of molecular and cellular phenotypes during development.

The social amoeba *Dictyostelium discoideum* has captured the imagination of biologists for over 75 years (Raper 1940; Williams 2010). Much of the fascination is due to its unusual life cycle, which is divided between a single-celled, vegetative growth stage and a tightly regulated multicellular developmental program. Development is triggered by starvation, and proceeds through various stages: chemotaxis and aggregation, multicellular differentiation, morphogenesis, and reproductive maturation (reviewed in Kessin 2001). Many cellular and molecular events critical to development have been elucidated through genetic and chemical experiments. The growing adoption of high throughput sequencing adds a powerful complementary approach to analyzing the regulation of this process (Loomis and Shaulsky 2011).

The developmentally regulated, protein-coding transcriptome of *D. discoideum* has been characterized extensively (Van Driessche *et al.* 2002; Iranfar *et al.* 2003; Parikh *et al.* 2010; Rosengarten *et al.* 2015a). Roughly two-thirds of the gene models present in the genome are expressed to some extent during development. Critical transcription regulatory networks are coming into relief with the combination of genetic screens and deep-sequencing data (Cai *et al.* 2014; Santhanam *et al.* 2015). In many model organisms, ncRNAs such as lncRNAs and asRNAs also play important roles in the regulation of gene expression (Qu and Adelson 2012; Guil and Esteller 2012; Pelechano and Steinmetz 2013).

The presence of various types of ncRNAs in *D. discoideum*, beginning with small nuclear RNAs, has been appreciated for decades (Takeishi and Kaneda 1979, 1981). One of the first eukaryotic examples of endogenous antisense regulation of an mRNA cognate (the prespore gene *psvA*) was demonstrated in *D. discoideum* (Hildebrandt and Nellen 1992). Over the years, construction of small insert cDNA libraries, *de novo* computational searches, and various deep-sequencing approaches have identified novel classes of developmentally important small ncRNAs and microRNAs (Aspegren *et al.* 2004; Hinas *et al.* 2006; Larsson *et al.* 2008; Avesson *et al.* 2011, 2012). Nevertheless, we have yet to thoroughly catalog the identities of lncRNAs and asRNAs, and to examine how their abundances relate to developmental changes.

Herein, we describe the first comprehensive annotation of lncRNA transcript models, and identify a set of putative asRNAs, in the *D. discoideum* genome. These transcripts were identified by bioinformatics analysis of RNA-seq data from rRNA-depleted libraries. We used the same biological samples as in an earlier published developmental time course (Rosengarten *et al.* 2015a). However, the current rRNA depletion strategy deviates from the previous poly-A selection, in that it should retain nonpoly-A transcripts in addition to mRNAs. Our analyses identified hundreds of intergenic lncRNA loci. While these were typically expressed at much lower levels than mRNAs, their abundance followed similar temporal patterns over the course of development. Strong correlation was observed between the temporal pattern of a few dozen lncRNAs and mRNAs abundant in both early and late development. We further examined other nonpoly-A RNAs, including the first deep-sequencing analysis of the mitochondrial transcriptome. Analysis of tRNA expression provided evidence for post-transcriptional modifications that compensate for various anticodons missing from the genomic tRNA complement. The widespread expression of lncRNAs during *D. discoideum* development suggests that future genetic studies should consider the effects of intergenic elements more closely.

## Materials and Methods

### Growth, development, and sample collection

In this study, we processed aliquots of total RNA that had been collected in Rosengarten *et al.* (2015a). Briefly, *D. discoideum* cells (strain AX4) were grown in HL-5 nutrient medium, with shaking at 22° to midlog phase. Cells were developed on nitrocellulose filters (5 × 10 cells per 5 cm filter) saturated in PDF buffer for 24 hr, as described in (Miranda *et al.* 2013b). Every 1–2 hr, developing cells were scraped into 1 ml Trizol reagent (Life Sciences). Total RNA was isolated by phenol–chloroform extraction and ethanol precipitation. Two biological replicates were collected for each time course. The previous analysis found little difference in population-average gene expression at 1 *vs.* 2 hr time resolution (Rosengarten *et al.* 2015). Therefore, we selected samples 2 hr apart, from 0 to 24 hr.

### cDNA library preparation and RNA-seq

We constructed multiplexed RNA-seq libraries using the Ovation Universal RNA-Seq System (NuGen, Carlsbad, CA), to exclude ribosomal RNA and enrich other RNA species, according to the manufacturer’s recommended protocol. For each sample, 200 ng total RNA was annealed to random and oligo-dT primers and treated with heat-labile arctic double-stranded DNase, prior to first- then second-strand cDNA synthesis. The resulting cDNA was fragmented by sonication using the Covaris S-series System with the recommended settings to achieve 150–200 bp median fragments. cDNA was recovered using magnetic beads with two ethanol wash steps, followed by enzymatic end repair of the fragments. Next, barcoded adapters were ligated to each sample, followed by an enzymatic strand selection step and magnetic bead recovery, as above. rRNAs were targeted for depletion by the addition of custom designed oligonucleotides specific for the 28, 17, 5.8, and 5S rRNA genes, as well as the mitochondrial large and small RNA subunits (rnlA and rnsA, respectively). A list of these depletion probes is available in Supplemental Material, File S1. The next step was Insert Dependent Adaptor Cleavage (InDA-C) to remove the adapters containing priming sites from all targeted rRNA molecules. RT-PCR was used to determine that 15 cycles were required for the subsequent library amplification.

To examine tRNA abundance, we used the Ribo-Zero Plant Seed/Root magnetic kit (Epicentre), designed to retain molecules smaller than 100 bp. For this, we chose six samples from biological replicate 1 (0, 4, 8, 12, 16, and 22 hr). Library preparation was performed according to the manufacturer’s recommended protocol.

The full time course InDA-C and the subsample Ribo-Zero cDNA libraries were sequenced by Illumina Hiseq2500 with paired ends and read length of 100 bp.

### Primary sequence analysis

We checked sequencing data quality using FastQC (v0.10.1) (Andrews 2010). We eliminated three samples—biological replicate 2: 12, 16, and 22 hr—that did not meet our quality criteria. For all other samples, sequences were aligned to the *D. discoideum* reference genome (Miranda *et al.* 2013a) by providing strand information when available using TopHat (v2.0.13) (Trapnell *et al.* 2009). We only permitted uniquely mapped reads and supplied reference transcript annotations (http://dictybase.org/ version 2013) (*–mate-inner-dist 100–mate-std-dev 20–num-threads 4–GTF -g 1–report-secondary-alignments–microexon-search–no-mixed–no-discordant–min-intron-length 70–max-intron-length 500*). We assembled transcripts for each sample using Cufflinks (v2.2.1) (Trapnell *et al.* 2012) with the option *–GTF-guide* to guide the reference annotation-based transcript (RABT) assembly. The transcript annotation files from cufflinks were then merged using Cuffmerge (v2.2.1) to obtain a final transcriptome assembly (File S2). By comparing these transcripts to the existing transcript annotations, we identified putative noncoding transcripts. The above primary analyses were all performed using pipelines written for Genialis GenBoard software. We used Transdecoder (v2.0.1) (Haas *et al.* 2013) with domain homology search options and ORF length thresholds of 25, 50, and 100 amino acids to estimate the coding potential of the final RABT assembled transcriptome.

### Transcriptome analysis

We quantified the abundance of all transcripts contained in the final transcript set by counting uniquely mapped reads and accounting for the strand information where available. We standardized transcript abundance by accounting for the mappable lengths of transcripts and the total number of mapped reads (excluding those mapped to the ribosomal palindrome chrR) in each experiment. Long noncoding and antisense transcript models were filtered according to the following criteria: minimum length of 200 bp; at least two raw reads per transcript model at any time point; mappable expression greater than zero at any time point; and lncRNAs must reside entirely within intergenic regions with no tiling path to a neighboring gene.

Antisense models were further filtered to remove possible artifacts from template strand switching by removing all those transcripts whose tiling path gaps exceeded 5% of the read coverage, typically corresponding to sense-strand introns. Tiling paths were determined for models that were supported by properly paired reads of CIGAR (Compact Idiosyncratic Gapped Alignment Report) 100 M. Strand specificity was calculated at 9833 protein-coding loci that remained after filtering for minimum expression values. For each mRNA transcript with a putative antisense transcript, we defined a composite contiguous genomic region that fully included both gene models. On this region, we calculated strand specificity as the fraction of total reads that align to the sense strand. Strand specificity was measured on the aggregate of the entire stranded InDA-C data and only included properly paired reads. Spearman’s correlation (SC) of the temporal expression profiles between sense and antisense transcripts was determined by comparing their standardized average transcript abundances across all time points. Additionally, we manually inspected read coverage patterns of the aggregated InDA-C data using the Integrated Genomics Viewer (IGV) (Robinson *et al.* 2011; Thorvaldsdóttir *et al.* 2013). These metrics are reported (File S7) to enable researchers to prioritize asRNA models for future validation, though the asRNA transcripts are excluded from the statistical characterizations herein.

A table of curated transcripts and their abundances is provided in File S3. Transcript density was calculated as a proportion of the base pairs per 10 kb stepping window and plotted using Circos (Krzywinski *et al.* 2009). Relative distances between the transcriptomes were visualized using classical multidimensional scaling (R function cmdscale) and examined using hierarchical clustering with bootstrapping [R package “pvclust” version 1.2-2 (Suzuki and Shimodaira 2006) with optimized leaf ordering; R package “cba” version 0.2-14]. We used SC to calculate the distance (*D* = 1 − SC) and complete linkage as the clustering criterion. Heatmaps were generated with the visual programming software suite Orange (Demšar *et al.* 2013).

Rosengarten *et al.* (2015a) identified 3197 protein-coding genes that were differentially upregulated (FDR < 0.01; ≥ twofold) during development compared to the 0 hr time point. We used transcript abundance from the InDA-C library (Ovation, NuGen) data of these 3197 coding transcripts and 622 long noncoding transcripts to compute pairwise SCs with adjustment for multiple tests (R package psych, function “corr.test”). Correlation coefficients that met the statistical threshold of FDR < 0.01 were visualized as a heatmap (R package gplots, function heatmap.2).

### tRNA analysis

Most genes encoding tRNAs are present in the *D. discoideum* genome in multiple copies (Eichinger *et al.* 2005). We extracted all the unique sequences of tRNA genes and created a new reference genome with each sequence representing a separate contig. Since tRNAs are typically between 70–95 bp, we trimmed our reads by 65 bp from the 3′-end before mapping. The resulting 35 bp paired-end reads were mapped as single-end reads using bowtie2 (v2.2.3) (Langmead and Salzberg 2012) permitting unique matches. Using samtools (v1.3) (Li *et al.* 2009), we first aggregated the resulting bam files from all six time points and then, using the “mpileup” function, created a pileup. To identify variants in the tRNA transcriptome, we used Varscan (v2.3.9) (Koboldt *et al.* 2012) and identified 64 putative variants, allowing for *p*-values < 0.25.

### REMI mutant phenotyping

Mutant *D. discoideum* strains with lesions in, or immediately adjacent to, putative lncRNA loci were identified from a local database of libraries of barcoded random insert mutants. Fifteen of these strains were recovered from frozen stocks and grown on SM-agar with lawns of *Klebsiella pneumonia* at 22°. These strains were allowed to clear the bacteria and develop. Six of these strains were transferred to nutritive media, grown to midlog, and developed on nitrocellulose filters, as described above.

### Data availability

Gene expression data are available at GEO with the accession number GSE90829. File S2 contains the raw transcriptome assembly output by cufflinks/cuffmerge. File S3 contains the transcript abundances of these genes and DDB_G gene models from the latest genome assembly. File S4 contains a table of all curated ncRNA transcripts and their corresponding DDB_G gene model. File S5 contains the mRNA expression values used to determine correlations between library preparation methods. File S6 contains SCs and strand orientation between lncRNAs and their nearest neighbors. File S7 contains asRNA confidence statistics. File S8 contains a table of REMI mutant strains, which are available upon request. File S9 contains the Varscan output from the tRNA analysis. Further, upon publication, all transcriptome data from this study may be explored and compared to previous works at www.dictyexpress.org. 

## Results and Discussion

### Strand-specific ribosomal RNA-depleted libraries are consistent with poly-A enriched benchmarks

The protein-coding transcriptome of *D. discoideum* has been characterized extensively, most recently by exploring changes in mRNA abundance every 1–2 hr over the 24 hr course of development (Rosengarten *et al.* 2015a). To characterize the noncoding portion of the transcriptome, we analyzed aliquots of the same 2 hr samples, comprising two biological replicates. 

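The files hold 23 libraries of cells developed on filters and sampled every 2 hr from 0 to 24 hr. Biological replicate 1 has 13 libraries, 1 per time point. Biological replicate 2 has 10 libraries, and none at 12, 16, or 22 hr. The methods state that these 3 libraries of replicate 2 were eliminated for low quality, whereas the legend of Figure 2 names only 16 and 22 hr. Each library has a file of counts and a file of abundances in RPKM, with 18048 transcript models in each. The authors aligned the reads to the AX4 genome, assembled transcripts, and counted uniquely mapped reads on the annotated and the assembled models. They computed RPKM from the mappable length of each model and the mapped reads outside the ribosomal palindrome. The models were grouped into 12582 mRNAs, 620 lncRNAs, 158 asRNAs, 42 mtRNAs, 8 rRNAs, 153 pseudogenes, 98 other gene models, and 4387 assembled models outside the curated lists. The assembled models can share reads with the gene models and were left out of the tests. Counts on the gene models, rRNA apart, ranged from 2982562 to 11361120 per library in replicate 1, with a median of 8172864. In replicate 2 they ranged from 6452540 to 10806376, with a median of 8175840. The library with the fewest counts was that of 14 hr in replicate 1. A lncRNA had a median of 14 counts summed over all libraries, with quartiles of 6 and 38, against 2981 counts for an mRNA, and 134 lncRNAs had at least 50 counts. At the 10 time points with both replicates, the Spearman's correlation (SC) between the replicate libraries across mRNAs was 0.935 to 0.960, with a median of 0.952. Across lncRNAs it was 0.415 to 0.574, with a median of 0.483. Genes are not independent replicates, so these values describe the libraries and carry no p-value. For the profiles below, the abundances of both replicates were averaged at each time point, as in the paper. Changes over time were tested on the counts with edgeR's quasi-likelihood F-test after TMM normalization, with time point as a factor and Benjamini-Hochberg adjustment over all transcripts with at least 10 counts in total.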

RNA was prepared for RNA-seq by enzymatic depletion of rRNA using the InDA-C method (NuGen) with custom designed rRNA oligonucleotides. We constructed strand-specific libraries using the Ovation kit (NuGen) and sequenced them by 100 bp paired-end Illumina chemistry. 

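The files hold 8 models taken as rRNA by their block of identifiers, with no mitochondrial model among them. The share of reads on these 8 was computed from their counts and the authors' total for RPKM, which leaves out the ribosomal palindrome. The lowest share was 21.8% (95% Wilson interval 21.8 to 21.8) in the 2 hr library of replicate 1, and the highest was 56.0% (interval 56.0 to 56.0) in the 14 hr library of the same replicate. The mean share was 35.7% ± 8.99 (SD, n = 23 libraries), with a median of 33.7%. By replicate, it was 33.8% ± 8.71 (SD, n = 13) in replicate 1 and 38.1% ± 9.20 (SD, n = 10) in replicate 2. Between 2201075 and 10134178 reads per library fell on the rRNA models.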

Ribosomal RNA constitutes around 96–98% of cellular RNA in *D. discoideum* (Sucgang *et al.* 2003), but after processing only 40–60% of the sequencing reads mapped to rRNA genes, confirming an enrichment of non-rRNA in these libraries and facilitating deep-coverage RNA-seq analysis (Figure S1 and Figure S2).

We next validated the quality of the rRNA-depleted libraries by comparing the mRNA profiles to those previously characterized by poly-A selection (Rosengarten *et al.* 2015a). These experiments utilized identical biological samples, but were processed and sequenced using different technologies. In the poly-A libraries, we detected transcript abundance for 10,010 protein-coding genes at some point in development. 

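Of the 12582 mRNA models in the files, 11899 had at least 2 counts in some library and an average abundance above 0 RPKM at some time point. This rule follows the filter that the methods give for noncoding models, since the text does not spell out the criterion for mRNAs. A single library had at least 1 count on 10095 to 11179 mRNA models, with a median of 10666. Another 101 mRNA models had counts but an abundance of 0 RPKM in every library of the deposited tables.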

The same minimal criterion included 9833 genes from the new libraries, 99% of which overlapped with the previous set (File S5). 

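The part of File S5 held here gives poly-A abundances for 1911 of the genes in the files, and the InDA-C averages in that file equal those computed from the libraries to within a relative difference of 4.91e-06. The SC across these genes between the averages of the rRNA-depleted libraries and the poly-A values of the same time point was computed at each of the 13 time points. It had a mean of 0.834 ± 0.0118 (SD, n = 13 time points), with a lowest value of 0.815 at 22 hr and a highest value of 0.856 at 0 hr. The SC is taken across genes, which are not independent replicates, and has no p-value here. The largest move came from keeping only genes above 1 RPKM in both methods at the time point, between 1235 and 1405 genes, which gave a mean of 0.864.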

We calculated SCs of the mRNA abundances at each sample from the two experiments (Figure S3), and observed a mean correlation of 0.96 for corresponding time points. We conclude that the stranded rRNA depletion libraries are representative of the mRNA transcriptome, in addition to enabling the quantification of various long ncRNAs, namely asRNAs and lncRNAs.

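Poly-A values of another time point were less similar to the rRNA-depleted libraries, with a mean SC of 0.663, and time points at least 12 hr apart had a mean of 0.542. For 12 of the 13 poly-A time points, the most similar rRNA-depleted average was that of the same time point. With replicate 2 alone, over its 10 time points, the mean SC at corresponding time points was 0.841, and with replicate 1 alone it was 0.817. From the correlation at corresponding time points, the paper concludes that the depleted libraries represent the mRNA transcriptome while also measuring noncoding RNA.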

### Long ncRNAs are dispersed throughout the genome

Analyses of the RNA-seq data identified lncRNAs that reside entirely within intergenic regions with no contiguous tiling path to neighboring genes. The transcript models were filtered for minimum length and coverage, as described above. 

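File S4 lists 646 lncRNA entries, which carry 620 identifiers, and 158 asRNA identifiers. Every one of the 620 lncRNA models had at least 2 counts in some library. A single library held at least 1 count on 89 to 326 of them, with the fewest at 0 hr in replicate 1 and the most at 24 hr in replicate 2. Between 1720 and 7296 counts per library fell on lncRNAs, with a median of 4242, against a median of 7308674 on mRNAs. A count of 0 in a library allows up to 3 counts, so the absence of a lncRNA from a library was not detectable at this depth.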

In total, we identified 621 lncRNAs with measurable expression at some point during growth or development (Figure 1A, File S3, and File S4). We detected ORFs 150 bp or longer in only ∼10% of the lncRNAs models, indicating most of these transcripts do not have substantial coding potential. Genomic segments encoding lncRNAs were found interspersed among protein-coding loci with no obvious pattern of clustering (Figure 1A). This distribution contrasts with small noncoding RNAs and tRNAs, which are often found in clusters in the *D. discoideum* genome (Aspegren *et al.* 2004; Eichinger *et al.* 2005; Hinas and Söderbom 2007).

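Positions of the 646 lncRNA entries of File S4 on the AX4 genome were compared with random placement. Chromosome 1 carried 80 lncRNA identifiers, chromosome 2 carried 153, chromosome 3 carried 125, chromosome 4 carried 110, chromosome 5 carried 99, and chromosome 6 carried 49. Relative to the stretch that the positions in the supplementary files span on each chromosome, this was 14.3 lncRNAs per Mb on chromosome 6 and 20.2 per Mb on chromosome 4, with the others in between. The ribosomal palindrome carried 4. The median gap between the starts of consecutive lncRNA entries was 28292 bp over 639 gaps. In 10000 placements at random along the same chromosomes, the median gap had a median of 35706 bp and its central 95% ran from 32821 to 38542 bp (two-sided permutation p = 0.0001, the smallest these placements can give). Of the gaps, 26.0% were shorter than 5000 bp, against 9.39% at random. With 1 entry per identifier the median gap was 31732 bp against 37155 bp (permutation p = 0.0007). The placements did not exclude protein-coding loci, where no lncRNA could lie by definition. From the plot of transcript density, the paper states that it saw no obvious clustering of lncRNAs.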

**Figure 1:**
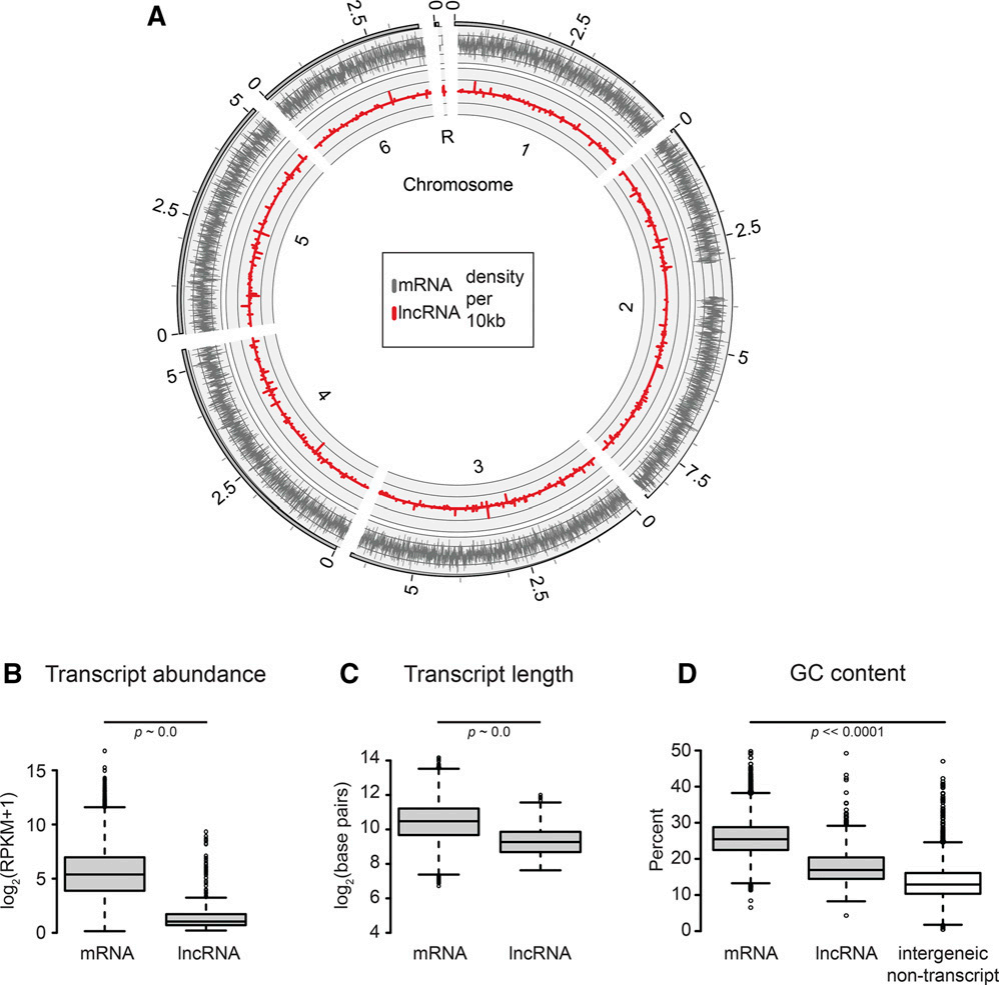
Long noncoding RNAs are distributed throughout the genome and are characteristically distinct from annotated mRNAs. (A) Transcript density is shown on a Circos plot. The outermost ring, shaded solid gray, represents the scale of each chromosome, in megabase pairs. The six chromosomes and the ribosomal palindrome are labeled inside the plot (1–6, R). The black bars/white spaces on chromosomes 2 and R mark large duplications for which reads are mapped only to one region. Transcript density was calculated as the percentage of base pairs per 10 kbp window that mapped to messenger mRNA (gray, outer plot) and lncRNA (red, inner plot). Each plot is scaled from 0 to 1, with top-strand transcripts above the zero-axis, and bottom-strand transcripts below this axis. The distributions of (B) maximum transcript abundance, (C) transcript length, and (D) GC content are shown on the *y*-axis of the box and whisker plots, with RNA type on the *x*-axis. In all cases, the box height represents the first to third quartiles and the horizontal line, the median value. Whisker bars mark 1.5-fold the 1st/3rd quartile range, with outliers displayed as circles. (B) Maximum transcript abundance was determined for each transcript model across all developmental time points, and is plotted on a log scale. (C) Transcript length was also log scaled. (D) For the comparison of GC content, in addition to the three RNA classes, we randomly sampled 1000 intergenic regions per chromosome that did not overlap with any transcript model. All four distributions were significantly different. For plots (B–D), *p*-values were determined by Mann-Whitney *U*-test. lncRNA, intergenic long noncoding RNA; mRNA, messenger RNA; RPKM, reads per kb per million.

Putative asRNAs were defined as those transcripts whose mapping overlapped some portion of a known gene model encoded on the opposite strand, and were filtered for length and coverage as well. 

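File S7 is held here in part, with 1998 entries, and 1256 pairs of an asRNA model and its sense gene have both members in the files. Each pair's SC was computed over the 13 time-point averages. The median SC was 0.323, and 77.5% of the pairs had an SC above 0. With the asRNA models exchanged at random among the sense genes, the median was 0.00. Restricting the pairs to asRNA models with at least 50 counts in total moved the median most, to 0.462, with 81.3% above 0. All of these asRNAs are assembled models outside the curated list, and models that overlap on opposite strands rest on the strand of each read. The pairs share genes and time points and were given no p-value.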

We observed considerable correlation in transcript abundance with sense-strand cognates (Figure S5), as well as troubling similarities in splice patterns that suggested that many of the asRNA models were artifacts. We further characterized the strand specificity of the asRNA models, filtering those with tiling path gaps characteristic of sense-strand artifacts. However, due to our inability to consistently distinguish between true antisense transcription and strand-switching products, asRNA models are excluded from the statistical characterizations below. Instead they are included in the supplemental files, available for future validation (File S3, File S4, and File S7). One notable exception is discussed below.

Because we imposed a filter on the lncRNA models removing those with tiling paths to the nearest neighbor, we do not believe our transcript models to be artifacts resulting from transcriptional read-through. Nevertheless, the lncRNAs might represent transcripts that are expressed from a shared upstream promoter and subsequently processed from the protein-coding transcript. To determine the degree to which lncRNAs show similar expression profiles with their 5′ neighbor, we calculated the SC for each lncRNA and its nearest neighbors on both sides, and grouped these based on the neighbors’ orientation (Figure S4 and File S6).

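File S6 lists 608 neighbor entries of lncRNAs, of which 599 have both transcripts in the files and abundances that vary over time. The SC recomputed from the 13 time-point averages lay within 0.005 of the value in File S6 for 595 of these pairs. The nearest 5′ neighbor lay on the same strand as the lncRNA in 81 pairs, which the paper calls converging, and on the opposite strand in 518 pairs, which it calls diverging. For comparison, 1000 lncRNAs and mRNAs were paired at random. The distributions were compared by a two-sided permutation test of the rank sum with 100000 resamples, and p-values were adjusted over a family of 2 by the Benjamini-Hochberg method. Pairs that share a time course are not independent replicates.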

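For the lncRNAs with a 5′ neighbor on the same strand, the median SC was 0.00, the upper quartile was 0.414, and 65.4% of the SCs were below 0.30. The median of the random lncRNA-mRNA pairs was 0.00145 (permutation p = 0.180, adjusted p = 0.180), so the rank-sum test found no difference. The upper quartile was 0.255 for these random pairs and 0.437 for random mRNA-mRNA pairs, and the upper ends were not tested on their own. Among the alternatives, keeping only lncRNAs with at least 50 counts moved the median most, to 0.0990 over 30 pairs, and put it above the median of the random pairs, which was then −0.0166 (permutation p = 0.179). The median was also above that of the random pairs with replicate 2 alone, at 0.0293 against −0.0224 (permutation p = 0.648). With replicate 1 alone it was −0.00550 against −0.00459 (permutation p = 0.0786).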

Three-quarters of all converging lncRNA-neighbors were found to have a SC < 0.30, and the median lncRNAs correlation (0.02) was lower than that of 1000 randomly sampled genes (median = 0.08, Mann Whitney *U*-test, *p* = 0.05). Thus, while a subset of putative lncRNAs are coexpressed with their 5′ converging neighbor, most lncRNAs are expressed independently. 

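The converging pair with the highest SC was the lncRNA DDB_G3970409 and its neighbor DDB_G0287001, at 0.857 over the averages. The lncRNA lies on the minus strand of chromosome 4 from 5185179 to 5186075, 2510 bp from the neighbor. Its SC with the neighbor was 0.901 in replicate 1 alone and 0.394 in replicate 2 alone. DDB_G3970409 was highest at 2 hr on average, with 51.9 RPKM in replicate 1 and 26.4 RPKM in replicate 2, whose highest value was 26.6 RPKM at 10 hr, and its total count was 2342. Its adjusted p in edgeR's quasi-likelihood F-test over time was 0.0564, with a range of 0.00297 to 0.751 over the alternatives. DDB_G0287001 was also highest at 2 hr on average, with 22.3 and 35.8 RPKM in replicates 1 and 2, although replicate 1 had 24.4 RPKM at 8 hr, and its adjusted p in the same test was 0.000245. This was the only converging pair with an SC of at least 0.85 over the averages. From the low correlations of most pairs, the paper reasons that the lncRNAs are for the most part expressed independently of this neighbor.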

To test for potential bidirectional promoter activity, we similarly measured the correlations between lncRNA models and their diverging 5′ neighbor on the opposite strand. Here, we observed a median correlation of 0.03 for lncRNAs, slightly lower than expected at random (Mann Whitney *U*-test, *p* = 0.02). 

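The 518 lncRNAs with a 5′ neighbor on the opposite strand had a median SC of 0.201 and an upper quartile of 0.463, and 58.7% of their SCs were below 0.30. This median was above that of the random lncRNA-mRNA pairs (two-sided permutation p = 1e-05, the smallest the test can give, adjusted p = 2e-05), and above the 0.0772 of 1000 random mRNA-mRNA pairs (permutation p = 1e-05). With replicate 2 alone the median was 0.216, and with replicate 1 alone it was 0.231. Keeping only the 92 lncRNAs with at least 50 counts gave 0.258. An alternative chosen after the data were seen took the 3′ neighbor in place of the 5′ neighbor. The 299 opposite-strand 3′ neighbors had a median SC of 0.0403 (permutation p = 0.383 against the random lncRNA-mRNA pairs), and lay below the random mRNA-mRNA pairs (permutation p = 0.235). The 298 same-strand 3′ neighbors had a median of 0.00634 (permutation p = 0.322), with 75.2% of the SCs below 0.30.

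**Figure D1:**
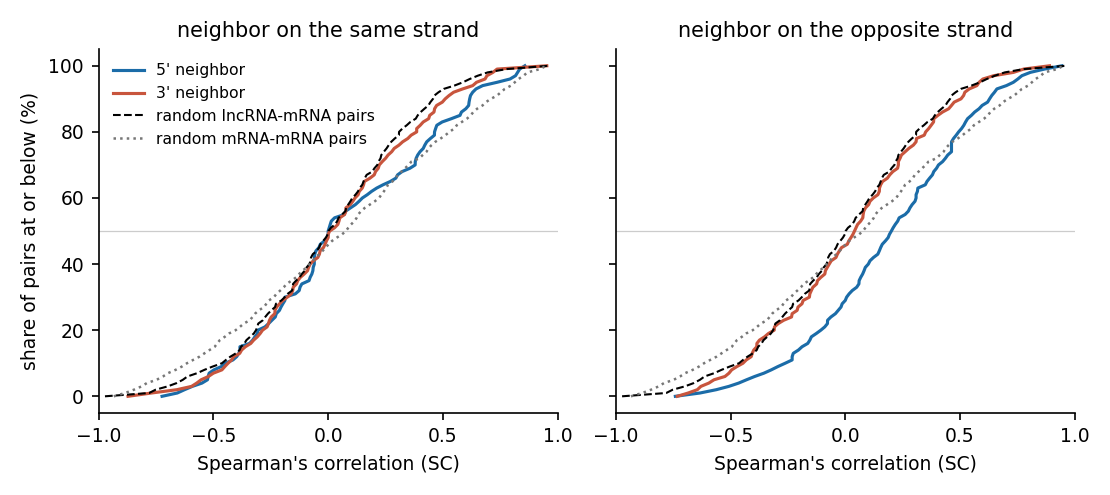
Share of pairs (%, y-axis) with an SC at or below the value on the x-axis, for the 5′ and 3′ neighbors of lncRNAs on the same strand (left) and on the opposite strand (right), with random lncRNA-mRNA and random mRNA-mRNA pairs in both. The 5′ neighbors on the opposite strand lie to the right of the other curves over most of the range and cross 50% at 0.201.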

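The diverging pair with the highest SC was the lncRNA DDB_G3972965, on the plus strand of chromosome 2 from 5051570 to 5051873, and DDB_G0275117, 1582 bp away. Their SC was 0.944 over the averages, 0.899 in replicate 1 alone, and 0.888 in replicate 2 alone. DDB_G3972965 had 146 counts in total, was not detected at 0 to 8 hr, and reached 9.31 and 11.7 RPKM at 24 hr in replicates 1 and 2 (adjusted p = 0.00219, edgeR's quasi-likelihood F-test). DDB_G0275117 was highest at 22 hr in replicate 1, with 556 RPKM, which stood apart from the other 6 libraries at 18 to 24 hr, the next highest being 274 RPKM (adjusted p over time = 2.87e-08). In all, 6 of the diverging pairs had an SC of at least 0.85.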

Though some lncRNAs are coexpressed with their divergent neighbor, we reject the hypothesis that bidirectional promoter activity is a general driver of lncRNA expression.

Transcriptional read-through is not the only mechanism that could account for the minority of examples of lncRNA-neighbor pairs with strong correlations in abundance. One hypothesis might be a *cis*-regulatory effect of the lncRNA on its gene neighbor. Alternatively, coexpression might represent a more transcriptionally active chromatin state (Rinn and Chang 2012; Guil and Esteller 2012; Kornienko *et al.* 2013; Quinn and Chang 2016).

Noncoding RNAs were considerably less abundant than mRNAs. 

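For each transcript, the maximum over the 13 time points of the averaged abundance was taken. Its median was 35.8 RPKM over the 11899 mRNAs detected, with quartiles of 11.9 and 110 RPKM. Over the 620 lncRNAs it was 0.631 RPKM, with quartiles of 0.376 and 1.39 RPKM. The medians differed 56.7-fold (two-sided permutation test of the rank sum with 100000 resamples, p = 1e-05, the smallest it can give). The paper used a Mann-Whitney U-test for this comparison. Transcripts are not independent replicates. A lncRNA drawn at random exceeded an mRNA drawn at random in 6.24% of pairs. The alternative that moved the lncRNA median most was the mean over the time points in place of the maximum, which gave 14.2 RPKM for mRNAs and 0.117 RPKM for lncRNAs, a ratio of 122. With the maximum over single libraries, the medians were 40.7 RPKM for mRNAs and 0.971 RPKM for lncRNAs. For most lncRNAs the maximum rests on a few reads in 1 or 2 libraries.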

The median maximum expression at any time point was 41 reads per kb per million (RPKM) for mRNAs and 1.0 RPKM for lncRNAs (Figure 1B). The lower abundance of noncoding transcripts might be due to a lack of strong promoters, or to effects of polyadenylation on mRNA stability (Bernstein *et al.* 1989; Sachs 1990; Wang *et al.* 1999). The relative maximum abundance of different classes of RNAs is consistent with that observed in other organisms, such as the malaria vector *Plasmodium falciparum*, and even in humans (Derrien *et al.* 2012; Broadbent *et al.* 2015). Derrien *et al.* (2012) cataloged a comprehensive annotation of human lncRNAs for the GENCODE consortium, with median expression differences around two orders of magnitude between mRNA and lncRNAs across many different tissue types. Recent experimental evidence suggests that lower lncRNA abundances in bulk-cell sequencing samples are due not to lower levels of expression, but rather greater cell-to-cell variation in expression. Single-cell RNA-seq analysis in the neurocortex revealed that lncRNAs are expressed at levels comparable to mRNAs, but are expressed in a much lower fraction of cells (Liu *et al.* 2016). Thus, bulk analysis results in a lower average abundance. 

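The maximum average abundance of 22 lncRNAs was at or above the median of the mRNAs, and 20 to 23 lncRNAs reached it under the alternatives. The highest maximum was that of DDB_G3971713, on the plus strand of chromosome 3 from 3660052 to 3660473, with 649 and 575 RPKM at 4 hr in replicates 1 and 2. Next came DDB_G3970835, on the minus strand of chromosome 1 from 3189743 to 3189948, with 481 and 372 RPKM at 24 hr. DDB_G3970331, on the plus strand of chromosome 1 from 1479198 to 1479403, reached 408 and 358 RPKM at 24 hr. DDB_G3970835 and DDB_G3970331 have models of the same length and rose together, and whether their sequences are similar enough for reads to be split between them was not examined, so their values are uncertain. DDB_G3972349, on the plus strand of chromosome 3 from 3602660 to 3603234, reached 356 and 337 RPKM at 4 hr. DDB_G3970603, on the minus strand of chromosome 5 from 2798334 to 2798837, reached 366 and 280 RPKM at 24 hr and was listed at 0 RPKM at 0 hr in both replicates.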

In our study, as in other bulk analyses, each class of lncRNA did include numerous transcripts with maximum abundance levels more akin to mRNAs, although the median for lncRNA was lower (Figure 1B). It will be interesting to see what the first single-cell RNA-seq studies in *Dictyostelium* reveal regarding cellular lncRNA heterogeneity.

lncRNA transcript models were considerably shorter than typical mRNAs (median = 628 *vs.* 1400 bp) (Figure 1C). 

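The median length of the 646 lncRNA entries of File S4 was 622 bp, with quartiles of 416 and 932 bp, a shortest entry of 157 bp, and a longest of 4161 bp. File S3 is held here in part, and the median transcript length of its 1231 mRNAs was 1405 bp. A length in nucleotides could also be derived from the counts and RPKM of 11478 mRNAs, and its median was 1263 (two-sided permutation test of the rank sum against the lncRNA lengths, 100000 resamples, p = 1e-05, the smallest it can give). That length leaves out unmappable positions. For the 293 lncRNAs with a derived length, its median was 732.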

The relative shortness of the lncRNAs is not surprising, because these are constrained by the overall available intergenic space, which in *D. discoideum* is only roughly 700 bp on average (Eichinger *et al.* 2005). 

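In File S4, 20 lncRNA identifiers had more than 1 exon, 14 of them with 2 exons and 6 with 3, the most of any lncRNA. These lncRNAs had 21 to 11433 counts in total, with a median of 1038.5, above the median of all lncRNAs. The files count reads per transcript model and give no reads on splice junctions.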

Twenty lncRNAs were modeled to have as many as three exons, but splice products remain to be verified.

The *D. discoideum* genome is very AT-rich, but protein-coding regions (*i.e.*, ORFs), are more GC-rich than intergenic regions (Eichinger *et al.* 2005). The median GC content of ORFs was 25%, whereas the GC content of lncRNAs was 17% (Figure 1D). The nucleotide composition of noncoding transcripts is similar to that described for *P. falciparum*, which also has a highly AT-skewed genome (Broadbent *et al.* 2015). Intergenic regions of the *D. discoideum* genome exhibit a strong AT-bias, low complexity, and long homopolymer tracts. We asked whether the lncRNAs were distinct in nucleotide composition from nonexpressed intergenic segments. Indeed, randomly selected intergenic sequences were 13% GC on average, significantly lower than lncRNAs (Figure 1D). This difference provides additional confidence in the lncRNA transcript models. One might speculate that some lower limit in GC-content prevents RNA polymerase and the associated machinery from transcribing regions below some minimum complexity or GC composition. Anecdotal and published accounts consistently report struggles in amplifying intergenic DNA from *Dictyostelium* (Rosengarten *et al.* 2015b; Eichinger *et al.* 2005). Perhaps these *in vitro* difficulties reflect challenges experienced by the amoebae themselves.

### Temporal changes in long noncoding RNA abundances follow a similar trajectory as that of the mRNA transcriptome

The protein-coding transcriptome of *D. discoideum* changes dramatically over the course of development, with major shifts in the population-average transcript abundances during starvation, multicellular integration, and differentiation, and again from the culmination of slugs to fruiting bodies (Rosengarten *et al.* 2015a; Van Driessche *et al.* 2002; Parikh *et al.* 2010). The abundances of mRNA and lncRNA transcripts were examined in heatmaps (Figure 2, A and B). In this view, each row represents a transcript, color-coded to show relative changes in abundance for that molecule. 

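Of 11665 mRNAs with at least 10 counts in total, 8809 had an adjusted p under 0.05 in edgeR's quasi-likelihood F-test over the 13 time points, and 7456 had one under 0.01. Apart from this stricter threshold, the alternative that moved the count most among those set before the data were examined was a natural spline of time with 4 degrees of freedom in place of the time-point factor, which gave 9785. Leaving out a replicate was possible only with the spline and was added after the data were seen. It gave 6004 of 11397 mRNAs with replicate 2 alone and 7691 of 11490 with replicate 1 alone. Developmental marker genes were examined as a check of the time labels, at first the prespore genes cotB and pspA and the prestalk gene ecmA. For cotB (DDB_G0276761), the abundance was highest at 18 hr on average, with 6212 and 6614 RPKM in replicates 1 and 2, and the change from 0 to 4 hr to 18 to 24 hr was a log2 fold change of 10.64 (SE 0.47, adjusted p = 1.36e-10, edgeR's quasi-likelihood test). For pspA (DDB_G0267412), the log2 fold change was 9.73 (SE 0.59, adjusted p = 1.68e-09 from the same test), and 2 of its libraries stood apart. These were the 4 hr library of replicate 2, with 15.2 RPKM against at most 6.69 RPKM in the others at 0 to 4 hr, and the 18 hr library of replicate 1, with 9356 RPKM against at most 4831 RPKM in the others at 18 to 24 hr. For ecmA (DDB_G0277853), it was 10.90 (SE 0.47, adjusted p = 1.20e-10), with 1004 and 915 RPKM at 18 hr. The spore gene spiA (DDB_G0289075) was highest at 24 hr, with 10847 and 7516 RPKM, and its log2 fold change was 7.99 (SE 0.73, adjusted p = 1.11e-07). The aggregation genes were highest at 10 hr. The cAMP receptor gene carA-1 (DDB_G0273397) reached 1576 and 1692 RPKM, and its 18 hr library of replicate 2 was low, at 318 RPKM against at least 441 RPKM in the others at 18 to 24 hr. Its copy carA-2 (DDB_G0273533) had 0 counts in every library, which allows up to 3, so reads of the 2 copies are not told apart by these counts. The cell adhesion gene csaA (DDB_G0289073) reached 842 and 1378 RPKM at 10 hr, and in the 4 hr library of replicate 2 it had 90.2 RPKM against at most 25.9 RPKM in the other libraries at 0 to 4 hr. The adjusted p in the F-test over time was 0.000508 for carA-1 and 9.93e-06 for csaA. With the authors' library totals in place of TMM, the median log2 fold change of all mRNAs between these time spans was −0.62, against 0.07 with TMM.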

Consistent with previous studies (Rosengarten *et al.* 2015b; Van Driessche *et al.* 2002; Parikh *et al.* 2010), the mRNA underwent dramatic changes in expression over the time course (Figure 2A). Likewise, we found that the noncoding transcriptome also changes over developmental time (Figure 2B). 

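In the same fit, 64 of the 383 lncRNAs with at least 10 counts in total had an adjusted p under 0.05, 32 had one under 0.01, and 79 had an unadjusted p under 0.05. Adjusted over the list alone, 29 lncRNAs passed. The study chose this list on these samples, so the count is not independent evidence. Of the 156 curated asRNAs tested, 43 passed. A natural spline of time with 4 degrees of freedom moved the count of lncRNAs most, to 216, which included 60 of the 64. With replicate 2 alone the spline gave 52 of 242 lncRNAs, and with replicate 1 alone 80 of 276, both chosen after the data were seen. Without a filter on low counts, 61 of the 620 lncRNAs passed, and of the 117 lncRNAs with at least 10 counts in at least 2 libraries, 68 passed. Depth limits these counts, as does the form of the test, since the spline passed 216 lncRNAs on the same libraries. Simulated counts held log2 changes of 4, up or down, at 18 to 24 hr. The F-test found 2 of 36 changed lncRNAs, 27 of which had enough counts to be tested. It found 53 of 56 changed mRNAs, which were drawn from those with higher counts. The spline was not run on simulated counts. Among lncRNAs with their maximum at 0 to 6 hr in both replicates, the smallest adjusted p values were those of DDB_G3972349 (1.22e-06), DDB_G3971713 (1.42e-05), and DDB_G3972305 (0.00331). From 0 to 4 hr to 18 to 24 hr, DDB_G3972349 fell by 2.41 on the log2 scale (SE 0.19), DDB_G3971713 fell by 3.87 (SE 0.39), and DDB_G3972305 fell by 4.30 (SE 0.66), with adjusted p values of 2.14e-08, 3.28e-07, and 2.67e-05. DDB_G3972305 lies on the plus strand of chromosome 4 from 112178 to 112449 and was highest at 4 hr in replicate 1, with 133 RPKM. In replicate 2 it was highest at 0 hr, with 135 RPKM, and had 65.1 RPKM at 4 hr. Among those with their maximum at 18 to 24 hr in both replicates, the smallest were those of DDB_G3974251 (5.19e-08), DDB_G3974033 (8.09e-07), and DDB_G3974039 (1.94e-06). DDB_G3974251, on the minus strand of chromosome 5 from 905414 to 907588, was highest at 22 hr in replicate 1, with 53.0 RPKM, and at 24 hr in replicate 2, with 55.9 RPKM. DDB_G3974033, on the minus strand of chromosome 5 from 4336574 to 4337183, reached 41.1 RPKM at 22 hr in replicate 1 and 20.7 RPKM at 20 hr in replicate 2. DDB_G3974039, on the minus strand of chromosome 1 from 3505068 to 3505393, reached 290 and 196 RPKM at 20 hr. All 6 kept an adjusted p under 0.05 under each of the 10 alternatives.

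**Figure D2:**
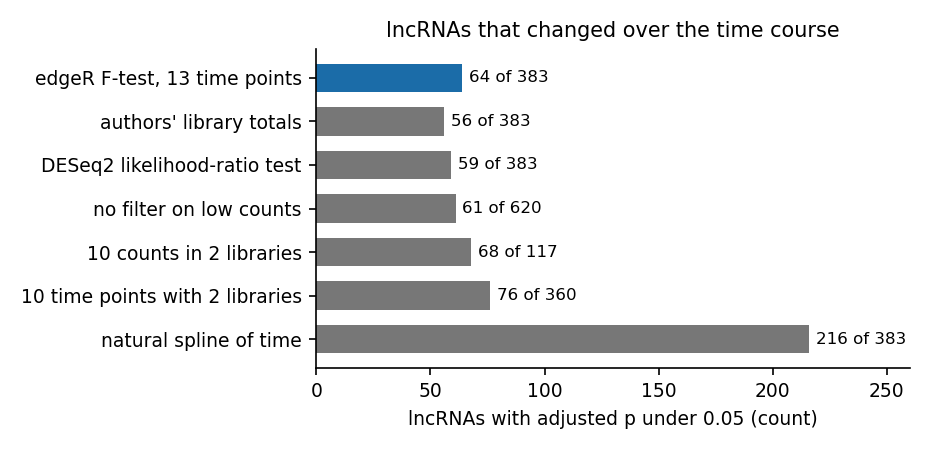
Number of lncRNAs with an adjusted p under 0.05 for a change over time (x-axis), for the F-test over 13 time points and 6 other ways of testing (y-axis), with the number passed and the number tested beside each bar. The natural spline stands out with 216 of 383, and the other bars lie between 56 and 76.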

Numerous genetics studies have shown that transcriptome dynamics are regulated and have important phenotypic consequences (Williams 2006; Cai *et al.* 2014; Santhanam *et al.* 2015). For example, deletion of the transcription factor encoding *gtaC* manifests itself in an arrest of both the developmental transcriptome state and morphological progression (Cai *et al.* 2014). Thus, we hypothesize that the dynamic transcription of long noncoding RNAs may also contribute to development at the (multi-)cellular level.

**Figure 2:**
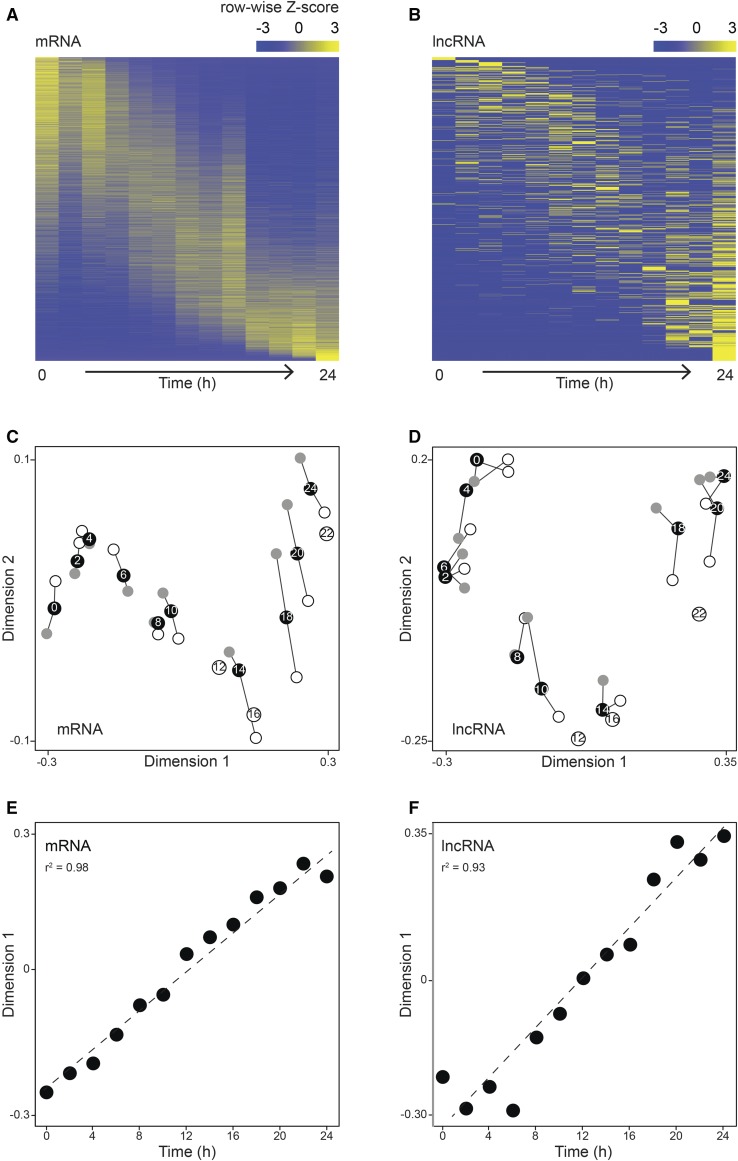
ncRNAs are developmentally regulated as well as mRNAs. (A and B) Heatmaps reveal temporal changes in RNA abundance throughout development. The heatmap rows each represent a gene/transcript model, clustered based on their transcript abundance, and columns correspond to sample time points (2 hr intervals), increasing from left to right. RNA abundance values are represented as row-wise *Z*-scores and are color coded as indicated in the scale above each heatmap. (C and D) Multidimensional scaling shows the distances between transcriptomes at each time point for each class of RNA. Dimension 1 is on the *x*-axis and dimension 2 on the *y*-axis, and distances between points (arbitrary units, not shown) on the two-dimensional plane are inversely proportional to the similarity (Spearman’s correlation) of the transcriptomes. Black circles represent sample averages with the time point labeled, while individual biological replicates 1 and 2 are shown as open and gray circles, respectively, connected by whiskers. Only replicate 1 for time points 16 and 22 passed our quality control, and thus these are shown as labeled open circles. (E and F) Plots of dimension 1 values (arbitrary units, *y*-axis) *vs.* time (hours, *x*-axis) for mRNA (E) and lncRNA (F). The dotted diagonal represents a linear best-fit curve, with coefficients of determination (*r*^2^) displayed on each plot. lncRNA, intergenic long noncoding RNA; mRNA, messenger RNA; ncRNA, noncoding RNA.

Multidimensional scaling (MDS) is a powerful approach to visualize high dimensional data in lower dimensional space. MDS can be used to visualize the relative differences between transcriptomes (time points), wherein the Euclidean distances between points in two-dimensional space correspond to overall dissimilarity between entire transcriptomes of those samples. This analysis revealed that the lncRNA temporal changes followed a similar pattern to that of the mRNA, previously described as clusters of slowly changing stages punctuated by gaps representing larger changes in the molecular phenotype (Rosengarten *et al.* 2015a) (Figure 2, C and D). 

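Classical MDS was run on 1 − SC between the 13 time-point averages. For the 11899 mRNAs, dimension 1 held 91.9% of the sum of the positive eigenvalues and dimension 2 held 4.91%. For the 620 lncRNAs they held 31.8% and 14.2%, and with a Pearson's distance of log2 abundance dimension 1 held 82.6% for lncRNAs and 92.8% for mRNAs. Replicate libraries of the same time point were 0.0402 to 0.0648 apart in 1 − SC across mRNAs, with a median of 0.0479 over the 10 time points, and 0.426 to 0.585 apart across lncRNAs, with a median of 0.517. Between 222 lncRNAs with an average of at least 1 RPKM at some time point, dimension 1 held 49.1%.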

Transcriptomes in MDS dimension 1 were nearly collinear with time, although the relationship was imperfect for the lncRNAs (Figure 2, E and F).

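Against time, dimension 1 had a Pearson r of 0.989 for mRNAs, an r² of 0.978, and a Spearman's rho of 0.995 over the 13 averages. For lncRNAs the r was 0.964, the r² was 0.929, and the rho was 0.945. All 4 had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give, and the same value after Benjamini-Hochberg adjustment over a family of 2. Without the 2 time points farthest from the median time, r was 0.995 for mRNAs and 0.981 for lncRNAs. In replicate 1 alone, r was 0.985 for mRNAs and 0.943 for lncRNAs (permutation p = 4e-05 for the latter). In replicate 2 alone, with 10 time points, r was 0.991 for mRNAs and 0.961 for lncRNAs (permutation p = 2e-05), with a lncRNA rho of 0.891 (permutation p = 0.00115). Replicate 1 alone moved the lncRNA r most, and a Pearson's correlation distance of log2 abundance with 1 added raised it to 0.979.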

From the MDS analysis, we observed a large temporal shift in this library between 10 and 12 hr of development, and bigger still between 16 and 18 hr (Figure 2, D–F). 

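Each step between consecutive time points was measured by 1 − SC, by the gap in dimension 1, and by the distance in the plane of dimensions 1 and 2. The spread of a step between replicates, from the 6 steps that both cover, was an SD of 0.0154, 0.0196, and 0.0298 for these 3 measures in mRNAs, and 0.0323, 0.0644, and 0.0763 in lncRNAs. For mRNAs, the 10 to 12 hr step was 0.0978 in 1 − SC, 0.106 in dimension 1, and 0.114 in the plane, and ranked 2nd, 1st, and 1st of the 12 steps. The 16 to 18 hr step was 0.0893, 0.0716, and 0.105, and ranked 3rd, 4th, and 2nd. The largest 1 − SC was 0.149, at 0 to 2 hr. For lncRNAs, the 10 to 12 hr step was 0.510, 0.0966, and 0.167, and ranked 7th, 3rd, and 7th. The 16 to 18 hr step was 0.546, 0.153, and 0.378, and ranked 1st, 2nd, and 1st, while the largest gap in dimension 1 was 0.163, at 6 to 8 hr. The lncRNA values of 1 − SC ran from 0.457 to 0.546 over the 12 steps, a range that is under 3 times the SD between replicates. The averages at 12 and 16 hr hold replicate 1 only, so each of these steps sets a single library against an average of both replicates.

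**Figure D3:**
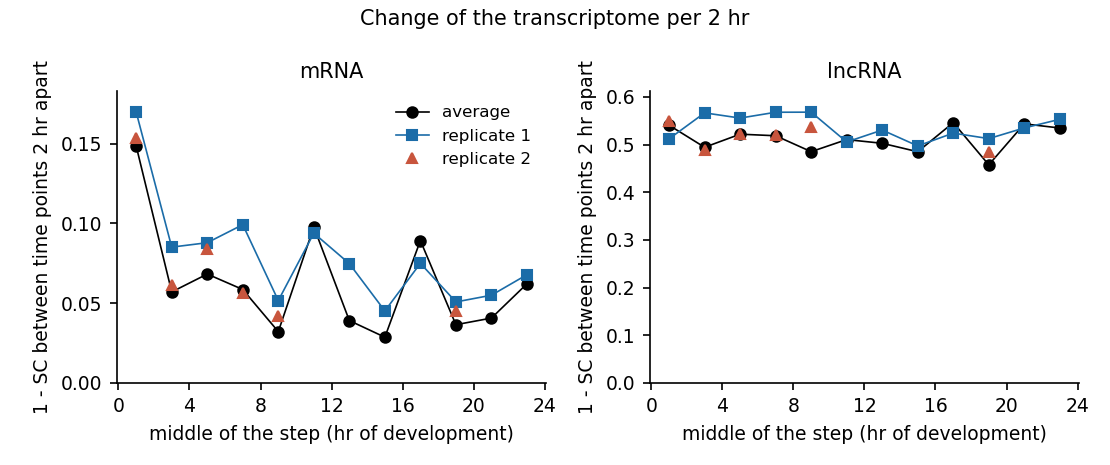
1 − SC between time points 2 hr apart (y-axis) against the middle of the step (hr of development, x-axis) for mRNAs and lncRNAs, in the averages, in replicate 1, and in replicate 2. The mRNA averages peak at 0 to 2 hr, at 10 to 12 hr with 0.0978, and at 16 to 18 hr with 0.0893, and the lncRNA steps lie close to 0.5.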

The previous poly-A-based analysis of these samples reported the greatest single transcriptome change between 10 and 12 hr, and also observed considerable separation between the 16 and 18 hr transcriptomes (Rosengarten *et al.* 2015a). Both of these time frames coincide with major morphological changes. 

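In replicate 1 alone, where every step joins single libraries, the mRNA steps at 10 to 12 hr and 16 to 18 hr were 0.0939 and 0.0750 in 1 − SC and ranked 3rd and 6th of 12, after 0.170 at 0 to 2 hr and 0.0992 at 6 to 8 hr. In dimension 1 they ranked 2nd and 3rd, with gaps of 0.0934 and 0.0874. For lncRNAs in replicate 1, the 16 to 18 hr step was the largest in the plane, at 0.299, and ranked 8th in 1 − SC, at 0.524, while the 10 to 12 hr step ranked 11th in both, at 0.0606 and 0.505. Replicate 2 has no library at 12 or 16 hr and could not be used for these steps. With the Pearson's correlation distance of log2 abundance, the lncRNA gap in dimension 1 at 16 to 18 hr was 0.0164. The paper states that both the 10 to 12 hr and the 16 to 18 hr step coincide with major morphological changes.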

The observed signal is robust to library preparation method and is recapitulated by both mRNA and lncRNA datasets. The consistency in transcriptome pattern among both classes of RNA lends further support to the characterization of the developmental transcriptome as a global quantitative phenotype (Van Driessche *et al.* 2005). Further investigations into the gene regulatory pathways in *D. discoideum* might consider noncoding RNA as well as mRNA responses to genetic perturbations and transcription factor binding (Cai *et al.* 2014; Santhanam *et al.* 2015).

### ncRNA abundances correlate with mRNAs involved in early and late development

Since lncRNAs are abundant throughout development, we propose that they might contribute to cellular and morphological phenotypes. 

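Over the 13 time-point averages, 620 lncRNAs were compared with 4222 mRNAs taken as developmentally regulated. These were the mRNAs with an adjusted p under 0.01 in the F-test over time and an average at least 2-fold that at 0 hr at some time point, in place of the list of the earlier study. A pair counted as correlated with an SC of at least 0.85 in size and a Benjamini-Hochberg adjusted p under 0.01 over all pairs, from the t approximation of the SC over 13 points. By this rule 192 lncRNAs had at least 1 correlated mRNA, and 2272 mRNAs had at least 1 correlated lncRNA, in 7522 positive and 2973 negative pairs. With the time points of each lncRNA shuffled 100 times, 5 to 22 lncRNAs had a correlated mRNA. Shuffling removes any trend over time, and the mRNAs were chosen for change over time. It therefore does not tell a specific correlation from a trend that many transcripts share. By ratio, the count of lncRNAs moved most with only the lncRNAs of at least 50 counts, to 99, and that of mRNAs with replicate 2 alone. With all 11899 mRNAs detected there were 369 lncRNAs and 4765 mRNAs. With replicate 2 alone there were 194 lncRNAs and 662 mRNAs, and with replicate 1 alone 132 lncRNAs and 1624 mRNAs. Of the 68 lncRNAs found in both of these, 64 were among the 192. Only 81 of the 192 had at least 50 counts in total, and the median total of the 192 was 28 counts. Some had only 2 counts in total, such as DDB_G3970095, and were above 0 at only 1 time point. For profiles made mostly of tied zeros, the t approximation can give p-values that are too small. The adjusted p under 0.01 is therefore not reliable for the lncRNAs with few counts, and the 192 is an upper count.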

We searched for lncRNAs and mRNAs with strongly correlated transcription profiles (Childs *et al.* 2011; Okamura *et al.* 2015) (Figure 3). 

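By the time of the maximum average, 16 of the 192 lncRNAs with a correlated mRNA were highest at 0 to 6 hr, 141 at 18 to 24 hr, and 35 at 8 to 16 hr. Among lncRNAs with at least 50 counts in total, 99 had a correlated mRNA, of which 19 were highest at 0 to 6 hr, 49 at 18 to 24 hr, and 31 at 8 to 16 hr. More lncRNA models had counts at 24 hr, with 317 and 326 in replicates 1 and 2, than at 0 hr, with 89 and 109.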

We found two groups of correlated transcripts: those abundant or “on” early and “off” late and those off early and on late. Considering decades of characterization of the cell biology of development over time (Kessin 2001), we propose that the early-on lncRNAs are involved in growth (measured at 0 hr) and in the starvation response at the onset of development, whereas the late-on lncRNAs may contribute to culmination, sporulation, and fruiting body maturation. 

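The lncRNAs of the early group with the most correlated mRNAs were DDB_G3971713, with 217 positive and 504 negative correlations, and DDB_G3972349, with 210 positive and 462 negative. Their averages were 333 and 199 RPKM at 0 hr, and 28.6 and 40.2 RPKM at 24 hr. In the late group they were DDB_G3973557, with 642 positive and 182 negative correlations, and DDB_G3973333, with 614 positive and 162 negative. DDB_G3973557 lies on the plus strand of chromosome 2 from 8166203 to 8167409, was listed at 0 RPKM from 0 to 8 hr in both replicates, and reached 9.48 RPKM at 22 hr in replicate 1 and 6.16 RPKM at 20 hr in replicate 2 (adjusted p = 9.50e-05, edgeR's quasi-likelihood F-test over time). DDB_G3973333 lies on the plus strand of chromosome 2 from 2471201 to 2471761 and reached 62.4 RPKM at 22 hr in replicate 1 and 31.2 RPKM at 18 hr in replicate 2 (adjusted p = 5.84e-05). Of its 6 libraries at 0 to 4 hr, only the 4 hr library of replicate 2 had counts, at 5.91 RPKM. From the timing of the 2 groups, the paper proposes roles in growth and the starvation response for the early group and in culmination and sporulation for the late group.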

Noncoding transcripts are also present at middevelopment time points, (*e.g.*, between hr 8 and 14), leaving open the possibility of roles in multicellular integration and differentiation (Williams 2006; Rosengarten *et al.* 2013).

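The number of correlated lncRNAs with their maximum at 8 to 16 hr was 24 with replicate 1 alone and 15 with replicate 2 alone, which has no library at 12 or 16 hr. With all mRNAs detected in place of the regulated ones it was 103. A time-point average at 12 or 16 hr holds 1 library, which leaves the abundance there without a replicate check.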

**Figure 3:**
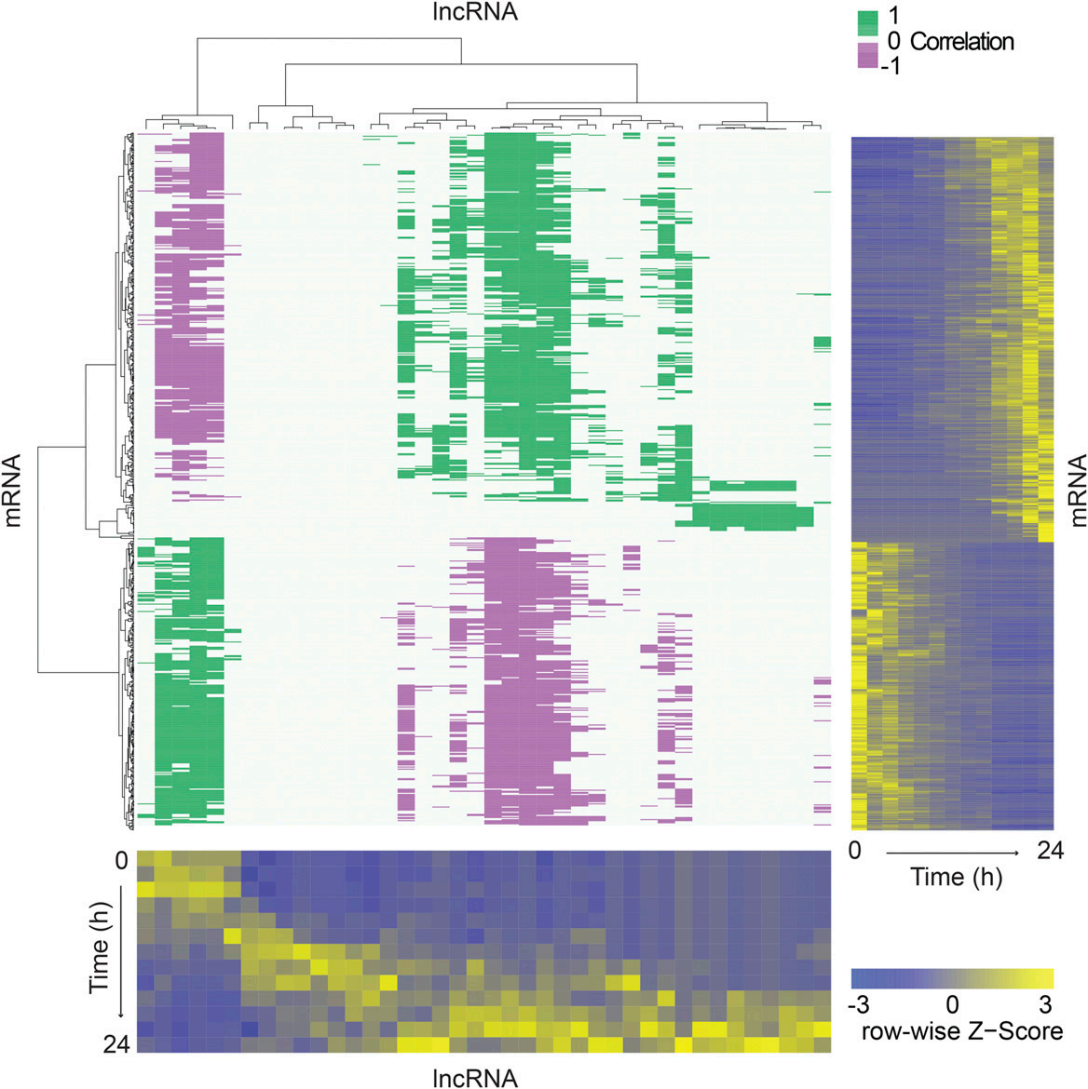
Subsets of lncRNAs are strongly correlated with mRNAs. The purple/green heatmap represents a matrix that relates the transcription profiles of 51 abundant lncRNAs (columns: *x*-axis dendrogram, bottom heatmap) with 858 developmentally regulated mRNAs (rows: *y*-axis dendrogram, side heatmap). Spearman’s correlation coefficients (false discovery rate < 0.01) are shown in green (≥0.85, positive correlation) and purple (≤−0.85, negative correlation) as indicated by the green/white/purple scale bar. Dendrograms display hierarchical clustering of transcripts based on their abundance during development, which is shown in the blue/yellow heatmaps. The color range is scaled to the row-wise Z-distribution as indicated by the blue/yellow scale bar. In these heatmaps, one axis represents developmental time points, from 0 to 24 hr in 2 hr increments as indicated, and the other axis represents individual transcripts. lncRNA, intergenic long noncoding RNA; mRNA, messenger RNA.

We wished to test directly whether lncRNAs played a functional role in development. From a collection of barcoded insertion mutants (Robery *et al.* 2013), we identified 15 strains with lesions putatively mapped in or adjacent to asRNAs and lncRNAs (File S8). We grew the strains in association with bacteria on nutrient agar plates and observed growth and development of individual plaques. None of the strains showed overt growth impairment or defects in development on cleared agar. A subset of six strains also developed normally on nitrocellulose filters (data not shown). Our failure to recover lncRNA mutants with obvious phenotypes is likely a reflection of the small sample size of known mutants available for testing. Future genetics studies should be mindful that mutations between coding regions may in fact hit functional genetic elements, and should not be discarded as off-target until the expression of that noncoding region is assessed in a wild-type background.

### Strong temporal and strand signal of an antisense transcript from the mitochondrial genome

*D. discoideum* transcribes its mitochondrial genome (mtDNA) from a single initiation site, with all genes on the same strand (Le *et al.* 2009) (Figure 4A). The resulting polycistronic RNA is processed into eight smaller multigenic units, which are further processed into individual gene transcripts (mtRNAs) (Barth *et al.* 2001; Le *et al.* 2009). The transcripts are not polyadenylated, and therefore have not been included in previously published RNA-seq studies that relied on poly-A library enrichment methods. 

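The files hold 42 models on the mitochondrial genome, recognized by their block of identifiers and by lengths that match the mitochondrial genes of the RefSeq table, 37 of them uniquely. They took 3.86% to 16.8% of the authors' total per library, with a median of 7.19%. From the mean of 0 to 4 hr to the mean of 18 to 24 hr, 40 of the 42 fell, 39 of them with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the median log2 fold change was −2.61. The lowest log2 fold change was −3.33. The 2 that rose were DDB_G0294034, with a log2 fold change of 0.53 (SE 0.33, adjusted p = 0.160), and DDB_G0305150, with 0.68 (SE 0.29, adjusted p = 0.0473). The former was singled out after its value was seen, and the paper names the latter. With TMM factors from nuclear mRNAs, 2 groups of libraries, or 1 replicate alone, no model rose with an adjusted p under 0.05. With a replicate block, 1 did. With the authors' library totals in place of TMM, which moved the median of all mRNAs to −0.62, all 42 fell, and the median was −3.35. With replicate 2 alone the median was −2.18 and 34 fell with an adjusted p under 0.05, and with replicate 1 alone it was −3.15 and 39 did, both chosen after the data were seen. The gene atp9 (DDB_G0294016) fell by 2.57 on the log2 scale (SE 0.36, adjusted p = 1.23e-05), from 14976 ± 3701 RPKM (SD, n = 6 libraries) to 1828 ± 982 RPKM (SD, n = 7). The gene nad9 (DDB_G0294032) fell by 2.49 (SE 0.27, adjusted p = 8.54e-07), from 5163 ± 884 RPKM to 605 ± 203 RPKM. The averaged median of the models was 1531 RPKM at 0 hr, 525 RPKM at 6 hr, 290 RPKM at 12 hr, and 111 RPKM at 24 hr.

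**Figure D4:**
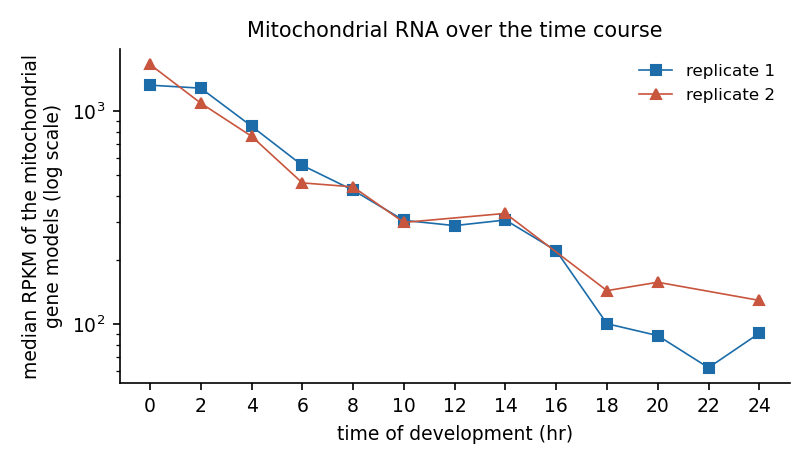
Median abundance of the 42 mitochondrial models (RPKM on a log scale, y-axis) against the time of development (hr, x-axis) in each replicate. The median falls from 1320 RPKM in replicate 1 and 1651 RPKM in replicate 2 at 0 hr to 90.6 and 129 RPKM at 24 hr.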

Overall, mtRNA was highly abundant at the onset of starvation and early development, and declined over the developmental time course (Figure 4B). Even the small and large ribosomal subunit genes, which were targeted for depletion during library preparation, retained high abundance values. This result suggests a limitation of the success of the enzymatic depletion method (Adiconis *et al.* 2013), and speaks to the sheer abundance of mtRNAs overall.

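Of the small ribosomal subunit, the files hold the short model DDB_G0305150, which lies inside rnsA by the position in File S7 and by its derived length covers 141 nt. It had 65935 counts in total and ranked 8th of the 42 mitochondrial models by mean abundance. Its mean was 2653 ± 783 RPKM (SD, n = 6 libraries) at 0 to 4 hr and 2568 ± 981 RPKM (SD, n = 7) at 18 to 24 hr. No model in the files could be matched by length to the large ribosomal subunit gene. The models DDB_G0294034 and DDB_G0294088 matched no mitochondrial gene by length. Whether either of them is the large subunit gene was not settled, so its absence was not shown.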

**Figure 4:**
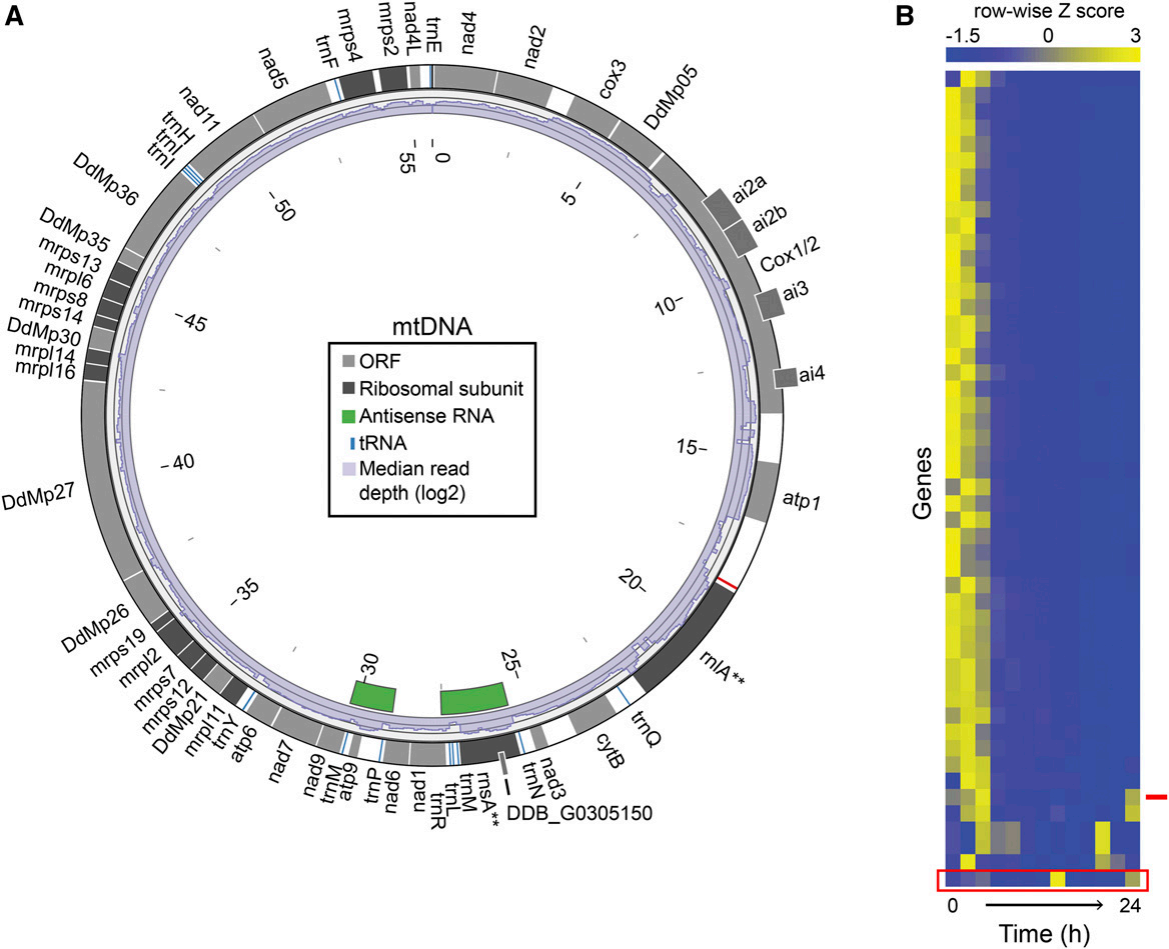
The mitochondrial transcriptome. (A) All ORFs (gray boxes), including genes encoding ribosomal proteins and rRNA subunits (dark gray boxes), and tRNAs (blue boxes) are transcribed in the same, clockwise direction. Genes that overlap other models are offset. The red tick (around four o’clock) indicates the single transcription start site. Distances are marked in kilobases (kb) inside the circle. asRNA transcripts are shown as green boxes. Median read coverage, calculated for 100 bp sliding windows, is shown as a histogram (purple bars) inside of the gene track. The values were log_2_ transformed for scale, and the plot ranges from 0 to 15. Although rRNAs (**) were among the most abundant transcripts, these molecules were targeted for depletion, so this read density likely does not reflect the true abundances. (B) A heatmap of mtRNA expression reveals declining abundance of most transcripts, and a spike in asRNA at 14 hr, during development. Rows each represent a gene/transcript model, sorted by similarity, and columns correspond to sample time points (2 hr intervals), increasing from 0 hr on the left to 24 hr on the right. RNA abundance values are represented as row-wise Z-scores and are color coded as indicated in the scale above the heatmap. asRNAs are marked with a red box and a red tick. asRNA, antisense RNA; mtDNA, mitochondrial DNA; mtRNA, mitochondrial RNA; ORF, open reading frame; rRNA, ribosomal RNA; tRNA, transfer RNA.

We identified two putative asRNAs mapped to the mtDNA (Figure 4A, green boxes). These overlap with the gene models for *rnaS/DDB_G0305150*, *trnM*, *trnL*, and *trnR*, and *trnP*, *atp9*, *trnM*, and *nad9*. 

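In File S4, the asRNA DDB_G3970121 lies on the minus strand of the mitochondrial genome from 25527 to 27521, opposite rnsA, and DDB_G3971493 lies on the minus strand from 28965 to 30249, opposite atp9 and nad9. Their total counts over the libraries were 77231 and 5252. DDB_G3971493 was highest at 2 hr in replicate 1, with 60.4 RPKM, and at 4 hr in replicate 2, with 60.6 RPKM. It fell by 1.86 on the log2 scale (SE 0.32, adjusted p = 9.49e-05, edgeR's quasi-likelihood test) from 0 to 4 hr to 18 to 24 hr. Its adjusted p over the 13 time points was 0.00402, with a range of 2.02e-06 to 0.0529 over the alternatives, the highest with the spline in replicate 1 alone.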

The median abundance of the asRNA models was 16-fold lower than that of the top-strand genes. 

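The mean abundance over the libraries had a median of 531 RPKM over the 42 mitochondrial models and of 125 RPKM over the 2 asRNAs, a ratio of 4.25. With medians over the libraries in place of means, chosen after the data were seen, the ratio was 3.20. The asRNA opposite rnsA was 11.1-fold lower than DDB_G0305150 by mean abundance.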

The antisense transcript opposite the *rnaS* locus sharply peaked in abundance at 14 hr (Figure 4B, red box). This peak did not appear to be correlated with the expression of any other mtRNA. 

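The asRNA opposite rnsA, DDB_G3970121, averaged 476 RPKM at 14 hr over 2 libraries, against 203 ± 75.0 RPKM (SD, n = 21 libraries) at the other time points, a ratio of 2.34. Over all 253 choices of 2 libraries, the exact two-sided permutation p was 0.0514. The 14 hr value was 774 RPKM in replicate 1, from 4718 counts, and 178 RPKM in replicate 2, from 3638 counts. In replicate 1, the neighboring time points had 136 RPKM at 12 hr and 86.1 RPKM at 16 hr, and replicate 2 has no library at either. Without replicate 1 the direction turned, with a ratio of 0.772, and the 14 hr library ranked 9th of the 10 libraries of replicate 2, whose highest value was 325 RPKM at 24 hr. Without replicate 2 the ratio was 4.24. The 14 hr library of replicate 1 therefore decides the value, and it is also the library with the fewest counts on gene models. With counts scaled by library size and TMM factors the ratio was 2.04 (exact permutation p = 0.0711). In edgeR's quasi-likelihood F-test over the 13 time points the adjusted p was 0.0994, with a range of 0.00893 to 0.750 over the alternatives, the lowest with the likelihood-ratio test of DESeq2. From the averages, the paper states that this antisense transcript had a sharp peak at 14 hr.

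**Figure D5:**
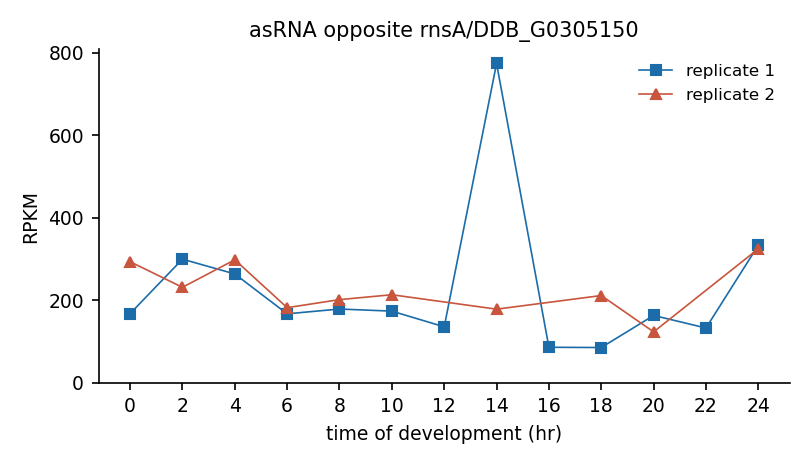
Abundance of the asRNA opposite rnsA (RPKM, y-axis) against the time of development (hr, x-axis) in each replicate. At 14 hr replicate 1 has 774 RPKM and replicate 2 has 178 RPKM.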

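At 14 hr, the ratio of replicate 1 to replicate 2 was 4.34 for the asRNA opposite rnsA, and it lay between 0.404 and 1.32 at the other 9 time points with both replicates. For the 42 mitochondrial models and the second asRNA, the 14 hr ratio had a median of 0.859 and a highest value of 2.06, so none of the 43 rose as much. DDB_G0305150, on the sense strand, had a 14 hr ratio of 1.89 and ratios of 0.458 to 1.17 at the other time points. Relative to the median of the mitochondrial models in the same library, the asRNA was 1.74-fold higher at 14 hr than at the other time points (exact permutation p = 0.312).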

The locus including this asRNA model was also notable for a strand specificity of 0.79, well below the genome median, providing additional confidence that this asRNA is independently transcribed. This time point coincides with a major mtDNA replication event during multicellular differentiation (Shaulsky and Loomis 1995). asRNA has been shown to regulate the replication of plasmids in various prokaryotic systems (Brantl 2002, 2015). 

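Over the 1998 entries of File S7 held here, the median of the paper's reported strand specificity was 0.990. The abundances that go with this locus came from counting that used the strand of each read. Over the 13 averages, DDB_G3970121 itself ranged from 86.1 RPKM at 16 hr to the average at 14 hr, and DDB_G0305150 from 1689 RPKM at 16 hr to 3508 RPKM at 20 hr.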

Whether or not the uptick in asRNA abundance is related to mtDNA replication in *Dictyostelium*, rather than a simple coincidence of small sample size, remains to be tested.

An additional consequence of profiling *Dictyostelium*’s mtRNA is the identification of an annotation issue regarding the small ribosomal subunit (*rnsA*). The annotation of the AX4 mtDNA on dictyBase (version 2013) (Basu *et al.* 2013) does not include the *rnsA* gene, but rather the model *DDB_G0305150* for a gene of unknown function similar to a bacterial protein. Meanwhile, the NCBI mitochondrial genome record (GenBank: AB000109.1), derived from strain AX3, does include the *rnsA* gene annotation overlapping this position. The mtDNA sequences from these two databases display 100% identity (BLAST results not shown), but slight differences in annotation. 

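The files count reads on DDB_G0305150 and not on rnsA, so the coverage of the rest of the region cannot be read from them. DDB_G0305150 was detected in all 23 libraries, with 1414 RPKM at 18 hr in replicate 1 as the lowest value and 4462 RPKM at 20 hr in replicate 2 as the highest. Its adjusted p in the F-test over time was 0.229, with a range of 0.0598 to 0.760 over the alternatives.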

Our data from AX4 support continuous transcription across the *rnsA* region. Considering the sequence similarity of this locus to small ribosomal subunit genes of other taxa, we propose that the mtDNA annotations should be reconciled to include the *rnsA* gene in all cases.

### Abundance and modifications of tRNA transcripts

Although earlier studies cataloged several types of small ncRNAs (Aspegren *et al.* 2004; Avesson *et al.* 2011), the developmental expression of tRNAs in *D. discoideum* has not been described in detail. The present study, thus far, has focused on long intergenic and antisense transcripts, and the sample preparation method (Ovation, NuGen) was well suited to isolating these molecules. While we detected plenty of reads likely from tRNAs in this library as well, we were not confident in the quantification of the tRNAs because the Ovation method was not optimized to retain molecules smaller than 100 bp. In order to examine tRNAs, typically 70–80 bp, we processed a subset of samples—six time points from biological replicate 1—using the riboZero (Epicentre, Madison) rRNA depletion method.

A majority of tRNA gene families is represented by more than a single copy in the *D. discoideum* genome. A total of 418 tRNA genes have been modeled, 403 of which reside on the nuclear genome (http://dictybase.org/, version 2013) (Eichinger *et al.* 2005; Fey *et al.* 2009; Basu *et al.* 2013). These correspond to tRNA families with specificity for 41 codons. The prevalence of duplicated loci suggests that gene copy number may influence tRNA abundance and availability. With 22 loci each, “tRNA-Lys-UUU” and “tRNA-Asp-GUC” are the most repeated of the tRNA genes. However, the codons they decode, AAA and GAC, respectively, are not the most abundant. Due to the multicopy state of most tRNA genes, we created a new reference genome with each tRNA allele represented as a contig. We quantified their transcript abundance as the cumulative abundance of all tRNA genes belonging to a tRNA family. Unlike mRNAs and other noncoding RNAs, tRNA abundance didn’t change dramatically during development. So for all further analyses, we aggregated data from all the developmental time points.

We asked whether the abundance of tRNAs correlated with the frequency of the matching codon in the ORFs throughout the genome (Figure 5A). We found that tRNA abundance and codon frequency were weakly positively correlated (SC = 0.35), similar to observations in other organisms (reviewed in Novoa and de Pouplana 2012). Surprisingly, we found that 20 codons had no cognate tRNA partner encoded in the genome.

**Figure 5:**
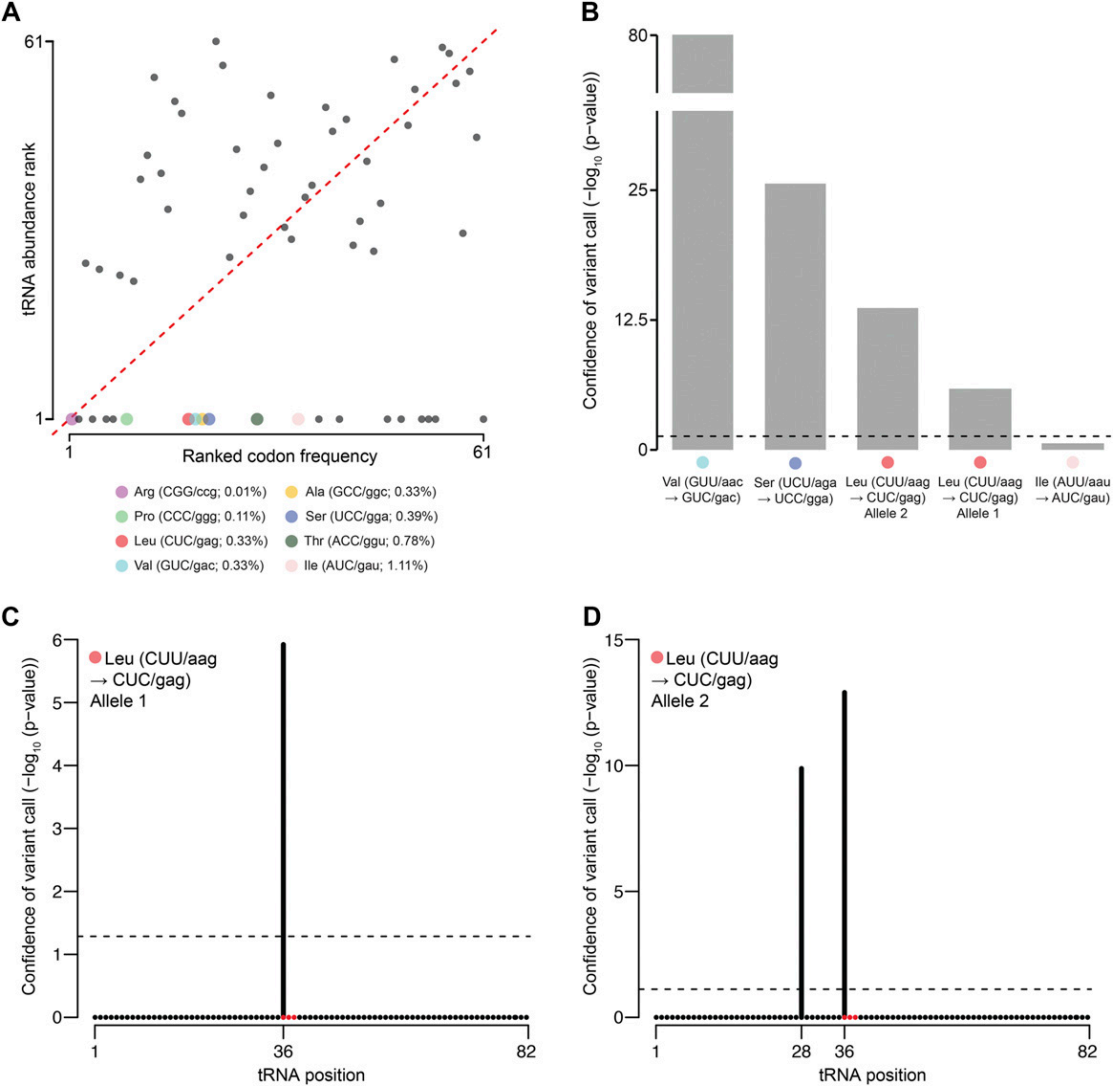
Post-transcriptional modifications of tRNAs may compensate for some codon-specificity missing from the genome. (A) We plotted the rank order (1 is the lowest) of tRNA transcript abundance (circles, *y*-axis) *vs.* the rank order of the codon frequency in the *D. discoideum* exome (*x*-axis). The stop codons were removed, thus the axes scale to 61 rather than 64. The dotted red line represents the *y* = *x* line. Twenty codons do not have matching tRNAs in the genome, thus the developmental abundance of the cognate tRNA was 0 (rank = 1; parallel to *X*-axis), whereas the rest were ranked 21–61. Eight of the unmatched tRNA–codon pairs, which we hypothesized undergo post-transcriptional editing, are shown as larger colored circles identified in the legend. They are annotated with the amino acid specificity, followed by (CODON/anticodon, codon frequency %). (B) Statistical support for the detection of anticodon modifications that mimic four of the eight unmatched tRNAs is shown as −log_10_(*p*-value) on the *y*-axis. The horizontal dotted line corresponds to a *p*-value = 0.05. The *y*-axis is discontinuous between values 25 and 80. The cognate tRNA for the codon CUU (tRNA-Leu-AAG) has two alleles encoded in the genome that undergo editing events in their anticodon region (red circles) (C) and (D). Both had a significant modification detected at base 36, the first position of the anticodon. Allele 2 (D) had a second modification at base 28. Modifications are marked by vertical black bars, the height of which indicates the statistical support (*y*-axis). The positions of the modifications are indicated on the *x*-axis. The horizontal dotted line corresponds to a *p*-value of 0.05. tRNA, transfer RNA.

We wondered how the 20 codons with no tRNA interacting partners might be translated. Based on anticodon similarities, we suspect that 12 of these 20 could be translated through canonical wobble interactions with tRNA isoacceptors (Crick 1966) (data not shown). However, the remaining eight codons with missing tRNA partners are unlikely to be translated merely through classical wobble interactions (Figure 5A). These eight unrepresented tRNA–codon pairs included the least frequent codon, CGG (arginine), but also more highly ranked codons such as ACC (threonine, 28th most frequent) and AUC (isoleucine, 34th most frequent). Transcripts of genes that contain these unmatched codons could suffer from stalled translation, possibly leading to endonucleolytic cleavage and “no-go” mRNA decay (Doma and Parker 2006), or potentially truncated protein expression, which could be detrimental to the cells. One simple explanation might be that transcripts containing these codons are not transcribed, or if transcribed are not translated. We examined 11,830 coding sequences obtained from dictyBase (http://dictybase.org, version 2013), recently confirmed to be polyadenylated (Cai *et al.* 2014). More than 98% contained at least one of these eight codons, arguing against the hypothesis that these codons are unexpressed.

As an alternative, we hypothesized that cells resolve the issue of missing codon–tRNA partners through specific post-transcriptional editing of the tRNA to modify the anticodon specificity (Gerber and Keller 1999; Rubio *et al.* 2007; Jackman and Alfonzo 2013). tRNAs are subject to myriad biochemical modifications, including deamination (Jackman and Alfonzo 2013). One of these modifications is deamination of the 5′-adenosine in the anticodon, converting adenosine to inosine, a guanosine analog capable of pairing with A, C, or U (Gerber and Keller 1999). These modifications expand the decoding capacity of tRNAs to recognize rare codons or compensate for absent isoacceptors. We searched the tRNA transcriptome for evidence of single nucleotide polymorphisms (SNPs) that might modify anticodon specificity. We identified variations within the anticodon that could compensate for four of the eight missing tRNAs (Figure 5B). For example, in the case of the missing tRNA specific for leucine (CUC), we observed variations in the anticodon in transcripts of two tRNA-Leu-AAG alleles (Figure 5, C and D). In both, the anticodon (AAG) was modified to (GAG). In one case, we detected evidence for polymorphism only at the first base of the anticodon (Figure 5C), whereas in the second we additionally identified a SNP at position 28 (Figure 5D). This position, outside of the anticodon, was predicted to remain unpaired in putative secondary structures of the tRNA (Figure S6) (Lowe and Eddy 1997; Schattner *et al.* 2005). All of the anticodon SNPs involved an A → G transition, and since inosine is read as guanosine by most sequencing technologies, we interpret this to be evidence of A → I deamination. Specialized protocols to test if these editing events in fact result in inosine coupled with higher depth of coverage may be necessary to further validate our findings (Cattenoz *et al.* 2013).

Overall, 27 other tRNAs were found with SNPs somewhere in the transcript (File S9) and many tRNA genes contained SNPs at more than one position. In contrast to the anticodon variants, most other SNPs result in changes of either an A or G to a T, suggesting the activity of other post-transcriptional modification mechanisms, or tolerance of some amount of uncorrected transcriptional error in specific positions on tRNAs. We can only speculate at the effect of these polymorphisms, perhaps involved in folding efficiency, ribosome interactions, or amino acid loading. Deeper sampling would be necessary to assess whether post-transcriptional tRNA variation is developmentally regulated. Further functional studies might examine how these changes influence protein expression.

### Conclusions

#### Dynamic developmental expression of lncRNAs:

We conclude that *D. discoideum* expresses lncRNAs throughout development, and that the abundance of these molecules changes over developmental time with a trajectory similar to that of mRNAs. The prevalence of these transcripts and the similarity in expression profiles to that of the protein-coding transcriptome suggest that lncRNAs are relevant to the progression of molecular and cellular phenotypes from single-celled amoebae to multicellular reproductive fruiting bodies. Hypothesized *cis*- or *trans*-interactions between lncRNAs and mRNAs add a layer of complexity to the transcriptional regulatory landscape. Further, post-transcriptional tRNA modifications may play an important part in ensuring timely translation of expressed genes. The catalog of transcripts described in this study sets the stage for future functional studies to decode the functions of ncRNAs in *Dictyostelium*.

#### Data resources for future studies:

In order to facilitate future analysis of transcriptional links between mRNAs and lncRNAs, we developed a new visualization module on the *Dictyostelium* gene expression atlas dictyExpress (www.dictyExpress.org) (R. D. Rosengarten, J. Kokošar, L. Jeran, G. Shaulsky, B. Zupan *et al.*, unpublished results; Rot *et al.* 2009; Stajdohar *et al.* 2015). When a user selects an mRNA or ncRNA and then searches for similar temporal expression profiles, ncRNAs are included in the results. When one or more ncRNAs are then selected, a parallel time course is plotted so that the transcription profiles may be compared, with the abundance (*y*-axis) appropriately scaled (Figure S7). This tool will allow the *Dictyostelium* research community to consider ncRNAs when generating hypotheses to test regarding their genes of interest.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 3

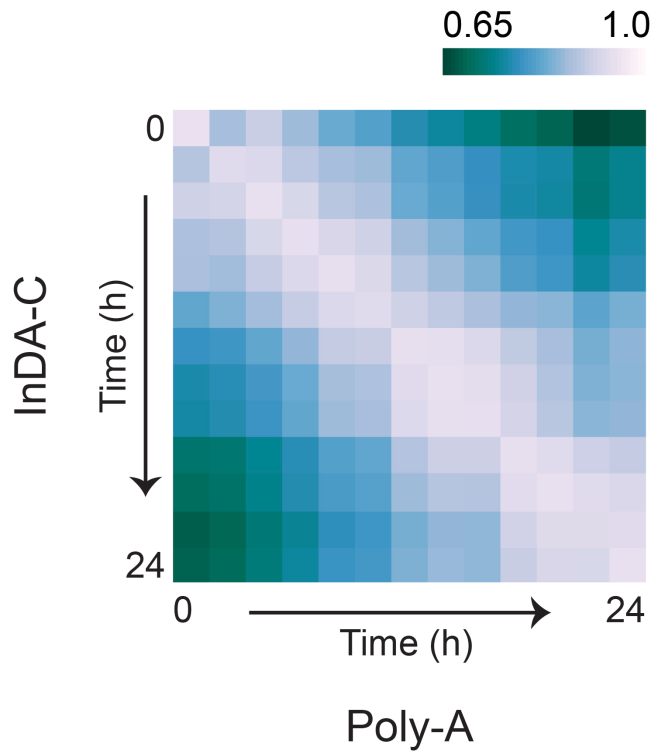

**Supplemental Figure 3. Correlation of protein-coding abundances.**

mRNA profiles were highly correlated between the same samples prepared by InDA-C rRNA depletion and polyA mRNA enrichment. The y-axis represents data generated in this study from InDA-C libraries, and the x-axis data from poly-A enriched libraries sequenced by Rosengarten et al., 2015. Time points, in hours (h), descend from 0 to 24 on the y-axis, and ascend from left to right on the x-axis. Spearman's correlation values are shown as a heatmap relating mRNA transcriptome profiles at each time point (average of 2 biological replicates). Green shading shows low correlation whereas pink shows high correlation, as indicated in the legend.

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 4

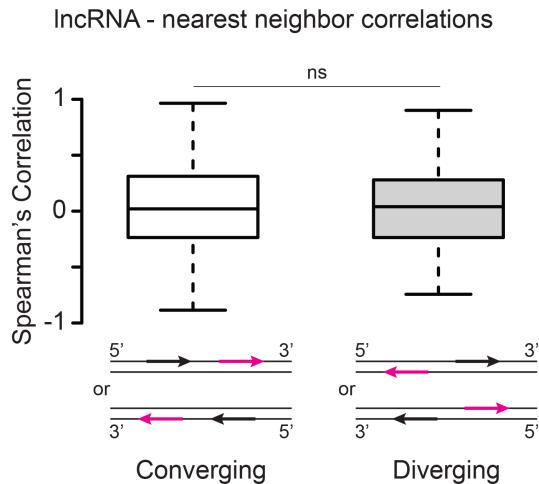

**Supplemental Figure 4. Correlation with neighboring gene abundance.**

The abundances of most lncRNAs were uncorrelated with the neighboring genes.

We determined the Spearman's correlation (y-axis) between the temporal transcription profile for each lncRNA and its nearest 5' gene neighbor in either direction (on either strand). The lncRNA orientation (pink arrow) is illustrated relative to the nearest 5' neighbor (black arrow). The arrangement on the left represents "converging" head-to-tail transcription, while the arrangement on the right depicts "diverging" head-to-head transcription. Box height represents the 1<sup>st</sup> to 3<sup>rd</sup> quartiles and the horizontal line, the median value. Whisker bars mark 1.5-fold the 1<sup>st</sup>/3<sup>rd</sup> quartile range.

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 5

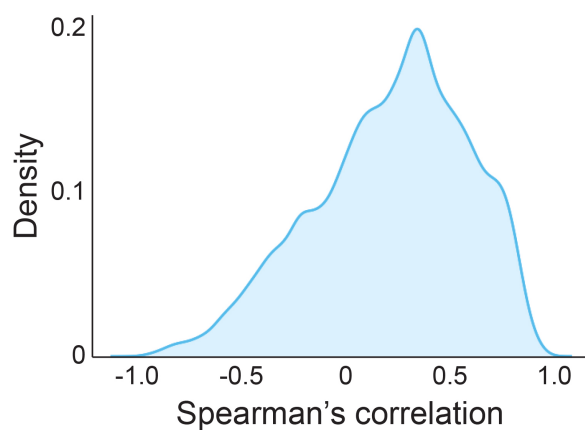

**Supplemental Figure 5. Spearman's correlation distribution of asRNA transcript model expression with their sense strand cognates.** The median correlation in temporal expression profile between asRNA model and sense-strand mRNA was 0.32. Overall the distribution was shifted positive, although many uncorrelated transcripts were observed as well.

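Over the pairs held here, the lower quartile of the SC was 0.0334 and the upper quartile was 0.560. With replicate 2 alone the median was 0.333, with 75.4% of pairs above 0, and with replicate 1 alone it was 0.262, with 74.2% above 0. A positive SC here measures a shared time course of the counts on both strands of a locus.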

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 6

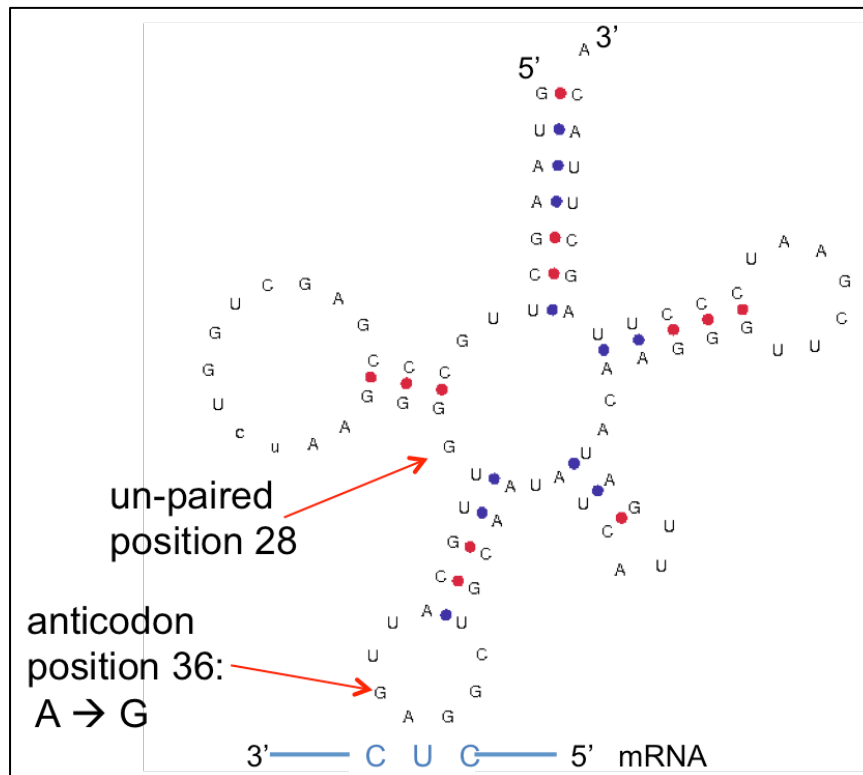

**Supplemental Figure 6. tRNA anticodon polymorphism.** Predicted tRNA structure of Leucine (CUC) variants illustrates positions of polymorphic bases (red arrows). The variable anticodon base was found at position 36, whereas position 28 does not form a complementary base pair.

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 7

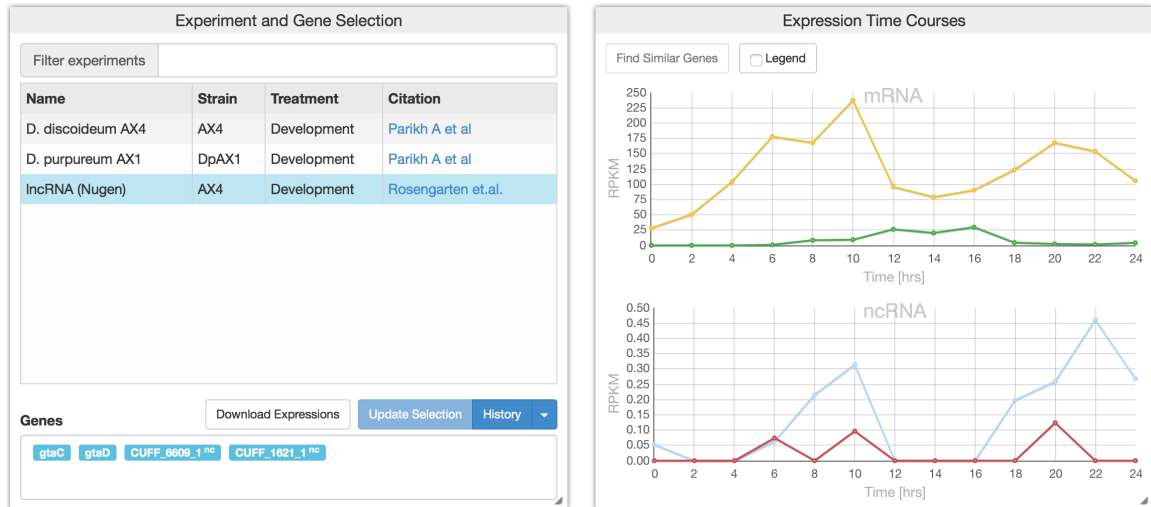

**Supplemental Figure 7. dictyExpress Time Course Expressions module displays mRNAs and lncRNAs.** Screen shot from the new dictyExpress showing the mRNA – ncRNA split screen time course module. On the left is the Experiment and Gene Selection module, with mRNAs *gtaC* and *gtaD* selected, as well as two lncRNAs identified as having similar time-course profiles. On the right is the Expression Time Courses module with new split-screen functionality to simultaneously plot mRNAs (top) and ncRNAs (bottom).

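The plot of the module uses the abundances of the time course. The mRNA gtaC (DDB_G0277589) was highest at 10 hr, with 228 and 254 RPKM in replicates 1 and 2, and lowest at 0 hr, with 28.1 RPKM on average (adjusted p = 1.62e-05, edgeR's quasi-likelihood F-test over time). In the 4 hr library of replicate 2 it had 145 RPKM, against at most 69.0 RPKM in the other libraries at 0 to 4 hr. The mRNA gtaD (DDB_G0286855) was highest at 16 hr in replicate 1 and at 14 hr in replicate 2, and had 17.6 and 25.8 RPKM in replicates 1 and 2 at 14 hr (adjusted p = 0.000319). The identifiers of the lncRNAs shown in the module are not among the models of the files.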

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 8

File S1. Custom designed InDA-C oligos for rRNA depletion. (.xlsx, 13 KB)

<http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS1.xlsx>

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 10

File S2. Cuffmerge output of the raw transcriptome assembly. (.xlsx, 2.21 MB)

[http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS2.xlsx](http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS1.xlsx)

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 12

File S3. Expressions of previous DDB_G gene models and curated CUFF models. (.xlsx, 6.18 MB)

[http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS3.xlsx](http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS2.xlsx)

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 14

File S4. Curated list of asRNA and lncRNAs transcripts and their newly assigned corresponding DDB_G gene models. (.xlsx, 100 KB)

[http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS4.xlsx](http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS3.xlsx)

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 16

File S5. mRNA expression values used to compute Spearman’s correlations between experimental methods. (.xlsx, 3.16 MB)

[http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS5.xlsx](http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS4.xlsx)

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 18

File S6. Spearman’s correlations and strand orientations between lncRNAs and nearest neighboring genes in either direction. (.xlsx, 142 KB)

[http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS6.xlsx](http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS5.xlsx)

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 20

File S7. Spearman’s correlations, strand specificity and intron overlap of asRNA models and sense strand genes. (.xlsx, 1.16 MB)

[http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS7.xlsx](http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS6.xlsx)

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 22

File S8. REMI mutants tested for developmental phenotypes due to lncRNA disruptions. (.xlsx, 55 KB)

[http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS8.xlsx](http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS7.xlsx)

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 24

File S9. Varscan output including all detected tRNA polymorphisms. (.xls, 54 KB)

<http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037150/-/DC1/FileS8.xls>

# Supplementary material for: The Long Noncoding RNA Transcriptome of Dictyostelium discoideum Development
**Source:** G3 (Bethesda). 2016 Dec 6;7(2):387–98. doi: 10.1534/g3.116.037150
**Supplement:** Supplementary file 27

# Full title

The long non-coding RNA transcriptome of *Dictyostelium discoideum* development

# Short title

*Dictyostelium discoideum* long non-coding RNAs

# Authors

*§^[[1]](#footnote-1)^ Rafael D. Rosengarten (Corresponding author)

*§ Balaji Santhanam

† Janez Kokosar

* Gad Shaulsky (Co-corresponding author)

§ These authors contributed equally.

GEO accession: GSE90829

# Abstract

*Dictyostelium discoideum* live in the soil as single cells, engulfing bacteria and growing vegetatively. Upon starvation, tens of thousands of amoebae enter a developmental program that includes aggregation, multicellular differentiation, and sporulation. Major shifts across the protein-coding transcriptome accompany these developmental changes. However, no study has presented a global survey of long non-coding RNAs in *D. discoideum*. To characterize the antisense and long intergenic non-coding RNA transcriptome, we analyzed previously published developmental time course samples using an RNA-sequencing library preparation method that selectively depletes ribosomal RNAs. We detected the accumulation of transcripts for 9,833 protein-coding messenger RNAs, 621 long intergenic non-coding RNAs and 162 putative antisense RNAs. The non-coding RNAs were interspersed throughout the genome, and were distinct in expression level, length and nucleotide composition. The non-coding transcriptome displayed a temporal profile similar to the coding transcriptome, with stages of gradual change interspersed with larger leaps. The transcription profiles of some non-coding RNAs were strongly correlated with known differentially expressed coding RNAs, hinting at a functional role for these molecules during development. Examining the mitochondrial transcriptome, we modeled two novel antisense transcripts. We applied yet another ribosomal depletion method to a subset of the samples to better retain tRNA transcripts. We observed polymorphisms in tRNA anticodons that suggested a post-transcriptional means by which *D. discoideum* compensates for codons missing in the genomic complement of tRNAs. We concluded that the prevalence and characteristics of long non-coding RNAs indicate these molecules are relevant to the progression of molecular and cellular phenotypes during development.

**Key words:** transcriptome time course, development, non-coding RNA, ribosomal RNA depletion, *Dictyostelium discoideum*, slime mold

# Introduction

The social amoeba *D. discoideum* has captured the imagination of biologists for over 75 years (Raper 1940; Williams 2010). Much of the fascination is due to its unusual life cycle, which is divided between a single-celled, vegetative growth stage and a tightly regulated multicellular developmental program. Development is triggered by starvation, and proceeds through various stages: chemotaxis and aggregation, multicellular differentiation, morphogenesis and reproductive maturation (reviewed in (Kessin 2001)). Many cellular and molecular events critical to development have been elucidated through genetic and chemical experiments. The growing adoption of high throughput sequencing adds a powerful complementary approach to analyzing the regulation of this process (Loomis and Shaulsky 2011).

The developmentally regulated, protein coding transcriptome of *D. discoideum* has been characterized extensively (Van Driessche *et al.* 2002; Iranfar *et al.* 2003; Parikh *et al.* 2010; Rosengarten, *et al.* 2015). Roughly two thirds of the gene models present in the genome are expressed to some extent during development. Critical transcription regulatory networks are coming into relief with the combination of genetic screens and deep sequencing data (Cai *et al.* 2014; Santhanam *et al.* 2015). In many model organisms, non-coding (nc)RNAs such as long intergenic ncRNAs (lncRNAs) and antisense (as)RNAs also play important roles in the regulation of gene expression (Qu and Adelson 2012; Guil and Esteller 2012; Pelechano and Steinmetz 2013).

The presence of various types of ncRNAs in *D. discoideum*, beginning with nuclear RNAs, has been appreciated for decades (Takeishi and Kaneda 1979, 1981). One of the first eukaryotic examples of endogenous antisense regulation of an mRNA cognate (the prespore gene *psvA*) was demonstrated in *D. discoideum* (Hildebrandt and Nellen 1992)*.* Over the years, construction of small insert cDNA libraries, de novo computational searches, and various deep-sequencing approaches have identified novel classes of developmentally important small ncRNAs and microRNAs (Aspegren *et al.* 2004; Hinas *et al.* 2006; Larsson *et al.* 2008; Avesson *et al.* 2011, 2012). Nevertheless, we have yet to thoroughly catalog the identities of lncRNAs and asRNAs, and to examine how their abundances relate to developmental changes.

Herein we describe the first comprehensive annotation of lncRNA transcript models, and identify a set of putative asRNAs, in the *D. discoideum* genome. These transcripts were identified by bioinformatics analysis of RNA-sequencing (RNA-seq) data from ribosomal RNA (rRNA) depleted libraries. We used the same biological samples as in an earlier published developmental time course (Rosengarten *et al.* 2015a). However, the current rRNA depletion strategy deviates from the previous poly-A selection in that it should retain non-poly-adenylated transcripts in addition to mRNAs. Our analyses identified hundreds of intergenic lncRNA loci. While these were typically expressed at much lower levels than mRNAs, their abundance followed similar temporal patterns over the course of development. Strong correlation was observed between the temporal pattern of a few dozen lncRNAs and mRNAs abundant in both early and late development. We further examined other non-poly-adenylated RNAs, including the first deep sequencing analysis of the mitochondrial transcriptome. Analysis of tRNA expression provided evidence for post-transcriptional modifications that compensate for various anti-codons missing from the genomic tRNA complement. The widespread expression of lncRNAs during *D. discoideum* development suggests that future genetic studies should consider the effects of intergenic elements more closely.

# Materials and Methods

## Growth, development and sample collection

In this study, we processed aliquots of total RNA that had been collected in Rosengarten et al. (2015a). Briefly: *D. discoideum* cells (strain AX4) were grown in HL-5 nutrient medium, shaking at 22° to mid-log phase. Cells were developed on nitrocellulose filters (5x10 cells per 5 cm filter) saturated in PDF buffer for 24 hours, as described in (Miranda, Zhuchenko, *et al.* 2013). Every one to two hours, developing cells were scraped into 1 mL Trizol reagent (Life Sciences). Total RNA was isolated by phenol chloroform extraction and ethanol precipitation. Two biological replicates were collected for each time course. The previous analysis found little difference in population-average gene expression at 1-hour versus 2-hour time resolution (Rosengarten, *et al.* 2015). Therefore we selected samples 2-hours apart, from 0h to 24h.

## cDNA library preparation and RNA-sequencing

We constructed multiplexed RNA-sequencing libraries using the Ovation Universal RNA-Seq System (Nugen, Carlsbad, CA) to exclude ribosomal RNA and enrich other RNA species according to the manufacturer’s recommended protocol. For each sample, 200 ng total RNA was annealed to random and oligo-dT primers and treated with heat-labile arctic double stranded DNase, prior to first- then second-strand cDNA synthesis. The resulting cDNA was fragmented by sonication using the Covaris S-series System with the recommended settings to achieve 150 - 200 bp median fragments. cDNA was recovered using magnetic beads with 2 ethanol wash steps, followed by enzymatic end repair of the fragments. Next, barcoded adapters were ligated to each sample, followed by an enzymatic strand selection step and magnetic bead recovery, as above. rRNAs were targeted for depletion by the addition of custom designed oligonucleotides specific for the 28s, 17s, 5.8s and 5s rRNA genes, as well as the mitochondrial large and small RNA subunits (rnlA and rnsA, respectively). A list of these depletion probes is provided in supplemental file 1. The next step was Insert Dependent Adaptor Cleavage (InDA-C) to remove the adapters containing priming sites from all targeted rRNA molecules. RT-PCR was used to determine that 15 cycles were required for the subsequent library amplification.

To examine tRNA abundance, we used the Ribo-Zero Plant Seed/Root magnetic kit (Epicentre), designed to retain molecules smaller than 100 bp. For this we chose six samples from biological replicate 1 (0, 4, 8, 12, 16 and 22h). Library preparation was performed according to manufacturer’s recommended protocol.

The full time course InDA-C and the sub-sample Ribo-Zero cDNA libraries were sequenced by Illumina Hiseq2500 with paired ends and read length of 100 base pairs (bp).

## Primary sequence analysis

We checked sequencing data quality using FastQC (v0.10.1) (Andrews 2010). We eliminated three samples—biological replicate 2: 12h, 16h and 22h—that did not meet our quality criteria. For all other samples, sequences were aligned to the *D. discoideum* reference genome (Miranda, Rot, *et al.* 2013) by providing strand information when available using TopHat (v2.0.13) (Trapnell *et al.* 2009). We only permitted uniquely mapped reads and supplied reference transcript annotations (<http://dictybase.org/> version 2013) (*--mate-inner-dist 100 --mate-std-dev 20 --num-threads 4 --GTF -g 1 --report-secondary-alignments --microexon-search --no-mixed --no-discordant --min-intron-length 70 --max-intron-length 500*). We assembled transcripts for each sample using Cufflinks (v2.2.1) (Trapnell *et al.* 2012) with the option *--GTF-guide* to guide the reference annotation based transcript (RABT) assembly. The transcript annotation files from cufflinks were then merged using Cuffmerge (v2.2.1) to obtain a final transcriptome assembly (File S2). By comparing these transcripts to the existing transcript annotations, we identified putative non-coding transcripts. The above primary analyses were all performed using pipelines written for Genialis GenBoard software. We used Transdecoder (v2.0.1) (Haas et al. 2013) with domain homology search options and ORF length thresholds of 25, 50 and 100 amino acids to estimate the coding potential of the final RABT assembled transcriptome.

## Transcriptome analysis

We quantified the transcript abundance for all transcripts contained in the final transcript set by counting uniquely mapped reads and accounting for the strand information where available. We standardized transcript abundance by accounting for the mapable lengths of transcripts and the total number of mapped reads (excluding those mapped to the ribosomal palindrome chrR) in each experiment. Long noncoding and antisense transcript models were filtered according to the following criteria: minimum length of 200 bp; at least two raw reads per transcript model at any time point; mapable expression greater than zero at any time point; and lncRNAs must reside entirely within intergenic regions with no tiling path to a neighboring gene.

Antisense models were further filtered to remove possible artifacts from template strand switching by removing all those transcripts whose tiling path gaps exceeded 5% of the read coverage, typically corresponding to sense-strand introns. Tiling paths were determined for models that were supported by properly paired reads of CIGAR (Compact Idiosyncratic Gapped Alignment Report) 100M. Strand specificity was calculated at 9,833 protein coding loci that remained after filtering for minimum expression values. For each mRNA transcript with a putative antisense transcript, we defined a composite contiguous genomic region that fully included both gene models. On this region we calculated strand specificity as the fraction of total reads that align to the sense strand. Strand specificity was measured on the aggregate of the entire stranded InDA-C data and only included properly paired reads. Spearman’s correlation of the temporal expression profiles between sense and anti-sense transcripts was determined by comparing their standardized average transcript abundances across all time points. Additionally, we also manually inspected read coverage patterns of the aggregated InDA-C data using the Integrated Genomics Viewer (IGV) (Robinson *et al.* 2011; Thorvaldsdóttir *et al.* 2013). These metrics are reported (File S7) to enable researchers to prioritize asRNA models for future validation, though the asRNA transcripts are excluded from the statistical characterizations herein.

A table of curated transcripts and their abundances are provided in File S3. Transcript density was calculated as a proportion of the base pairs per 10 kb stepping window and plotted using Circos (Krzywinski *et al.* 2009). Relative distances between the transcriptomes were visualized using classical multi-dimensional scaling (R function cmdscale) and examined using hierarchical clustering with bootstrapping (R package ‘pvclust’ version 1.2-2 (Suzuki and Shimodaira 2006) with optimized leaf ordering; R package ‘cba’ version 0.2-14). We used Spearman’s correlation (SC) to calculate the distance (D = 1-SC) and complete linkage as the clustering criterion. Heatmaps were generated with the visual programming software suite Orange (Demšar *et al.* 2013).

Rosengarten et al. (2015a) identified 3197 protein-coding genes that were differentially upregulated (FDR < 0.01; >= 2-fold) during development compared to the 0 hr time point. We used transcript abundance from the InDA-C library (Ovation, Nugen) data of these 3197 coding transcripts and 622 long non-coding transcripts to compute pairwise Spearman correlations with adjustment for multiple tests (R package psych, function “corr.test”). Correlation coefficients that met the statistical threshold of FDR < 0.01 were visualized as a heatmap (R package gplots, function heatmap.2).

## tRNA analysis

Most genes encoding tRNAs are present in the *D. discoideum* genome in multiple copies (Eichinger *et al.* 2005). We extracted all the unique sequences of tRNA genes and created a new reference genome with each representing a separate contig. Since tRNAs are typically between 70-95 bp, we trimmed our reads by 65 bp from the 3’ end before mapping. The resulting 35 bp paired-end reads were mapped as single-end reads using bowtie2 (v2.2.3) (Langmead and Salzberg 2012) permitting unique matches. Using samtools (v1.3) (Li *et al.* 2009), we first aggregated the resulting bam files from all 6 time points and then using the “mpileup” function, created a pileup. To identify variants in the tRNA transcriptome, we used Varscan (v2.3.9) (Koboldt *et al.* 2012) and identified 64 putative variants, allowing for p-values < 0.25.

## REMI mutant phenotyping

Mutant *D. discoideum* strains with lesions in or immediately adjacent to putative lncRNA loci were identified from a local database of libraries of barcoded random insert mutants. Fifteen of these strains were recovered from frozen stocks and grown on SM-agar with lawns of *Klebsiella pneumonia* at 22°. These strains were allowed to clear the bacteria and develop. Six of these strains were transferred to nutritive media, grown to mid-log, and developed on nitrocellulose filters, as described above.

## Data availability

Gene expression data are available at GEO with the accession number: GSE90829. File S2 contains the raw transcriptome assembly output by cufflinks/cuffmerge. File S3 contains the transcript abundances of these genes and DDB_G gene models from the latest genome assembly. File S4 contains a table of all curated ncRNA transcripts and their corresponding DDB_G gene model. File S5 contains the mRNA expression values used to determine correlations between library preparation methods. File S6 contains Spearman’s correlations and strand orientation between lncRNAs and their nearest neighbors. File S7 contains asRNA confidence statistics. File S8 contains a table of REMI mutant strains, which are available upon request. File S9 contains the Varscan output from the tRNA analysis. Further, upon publication all transcriptome data from this study may be explored and compared to previous works at [www.dictyexpress.org](http://www.dictyexpress.org).

# Results and Discussion

## Strand-specific ribosomal RNA depleted libraries are consistent with poly-A enriched benchmarks

The protein coding transcriptome of *D. discoideum* has been characterized extensively, most recently by exploring changes in mRNA abundance every one to two hours over the 24-hour course of development (Rosengarten *et al.* 2015a). To characterize the noncoding portion of the transcriptome, we analyzed aliquots of the same two-hour samples, comprising two biological replicates. RNA was prepared for RNA-sequencing by enzymatic depletion of ribosomal RNA (rRNA) using the Insert Dependent Adapter Cleavage (InDA-C) method (Nugen, Carlsbad, California) with custom designed rRNA oligonucleotides. We constructed strand-specific libraries using the Ovation kit (Nugen) and sequenced them by 100 bp paired-end Illumina chemistry. Ribosomal RNA constitutes around 96 - 98% of cellular RNA in *D. discoideum* (Sucgang *et al.* 2003), but after processing only 40 - 60% of the sequencing reads mapped to rRNA genes, confirming an enrichment of non-rRNA in these libraries and facilitating deep-coverage RNA-seq analysis (S1 and S2 Figs).

We next validated the quality of the rRNA-depleted libraries by comparing the mRNA profiles to those previously characterized by poly-A selection (Rosengarten *et al.* 2015a). These experiments utilized identical biological samples, but were processed and sequenced using different technologies. In the poly-A libraries we detected transcript abundance for 10,010 protein-coding genes at some point in development. The same minimal criterion included 9,833 genes from the new libraries, 99% of which overlapped with the previous set (File S5). We calculated Spearman’s correlations of the mRNA abundances at each sample from the two experiments (S3 Fig), and observed a mean correlation of 0.96 for corresponding time points. We conclude that the stranded rRNA depletion libraries are representative of the mRNA transcriptome, in addition to enabling the quantification of various long non-coding RNAs, namely antisense RNA (asRNA) and intergenic long non-coding RNA (lncRNAs).

## Long noncoding RNAs are dispersed throughout the genome

Analyses of the RNA-seq data identified lncRNAs that reside entirely within intergenic regions with no contiguous tiling path to neighboring genes. The transcript models were filtered for minimum length and coverage, as described above. In total we identified 621 lncRNAs with measurable expression at some point during growth or development (Fig 1a, Files S3 and S4). We detected open reading frames 150 bp or longer in only ~10% of the lncRNAs models, indicating most of these transcripts do not have substantial coding potential. Genomic segments encoding lncRNAs were found interspersed among protein-coding loci with no obvious pattern of clustering (Fig 1a). This distribution contrasts with small noncoding RNAs and tRNAs, which are often found in clusters in the *D. discoideum* genome (Aspegren *et al.* 2004; Eichinger *et al.* 2005; Hinas and Söderbom 2007).

Putative asRNAs were defined as those transcripts whose mapping overlapped some portion of a known gene model encoded on the opposite strand, and were filtered for length and coverage as well. We observed considerable correlation in transcript abundance with sense-strand cognates (S5 Fig), as well as troubling similarities in splice patterns that suggested many of the asRNA models were artifacts. We further characterized the strand specificity of the asRNA models, filtered those with tiling path gaps characteristic of sense-strand artifacts. However, due to our inability to consistently distinguish between true antisense transcription and strand-switching products, asRNA models are excluded from the statistical characterizations below. Instead they are included in the supplemental files, available for future validation (Files S3, S4 and S7). One notable exception is discussed below.

Because we impose a filter on the lncRNAs models removing those with tiling paths to the nearest neighbor, we do not believe our transcript models to be artifacts resulting from transcriptional read through. Nevertheless, the lncRNAs might represent transcripts that are expressed from a shared upstream promoter and subsequently processed from the protein-coding transcript. To determine the degree to which lncRNAs show similar expression profiles with their 5’ neighbor, we calculated the Spearman’s correlation for each lncRNA and its nearest neighbors on both sides, and grouped these based on the neighbor’s orientation (S4 Fig, File S6).

Three quarters of all converging lncRNA-neighbors were found to have a Spearman’s correlation less than 0.30, and the median lncRNAs correlation (0.02) was lower than that of 1,000 randomly sampled genes (median = 0.08, Mann Whitney U-test, p = 0.05). Thus, while a subset of putative lncRNAs is co-expressed with their 5’ converging neighbor, most lncRNAs are expressed independently. To test for potential bi-directional promoter activity, we similarly measured the correlations between lncRNA models and their diverging 5’ neighbor on the opposite strand. Here we observed a median correlation of 0.03 for lncRNAs, slightly lower than expected at random (Mann Whitney U-test, p = 0.02). Though some lncRNAs are co-expressed with their divergent neighbor, we reject the hypothesis that bidirectional promoter activity is a general driver of lncRNA expression.

Transcriptional read-through is not the only mechanism that could account for the minority of examples of lncRNA-neighbor pairs with strong correlations in abundance. One hypothesis might be a cis-regulatory effect of the lncRNA on its gene neighbor. Alternatively, co-expression might represent a more transcriptionally active chromatin state (Rinn and Chang 2012; Guil and Esteller 2012; Kornienko et al. 2013; Quinn and Chang 2016).

Noncoding RNAs were considerably less abundant than mRNAs. The median maximum expression at any time point was 41 reads per kilobase per million (RPKM) for mRNAs and 1.0 RPKM for lncRNAs (Fig 1b). The lower abundance of noncoding transcripts might be due to lack of strong promoters, or to effects of poly-adenylation on mRNA stability (Bernstein *et al.* 1989; Sachs 1990; Wang *et al.* 1999). The relative maximum abundance of different classes of RNAs is consistent with that observed in other organisms, such as the malaria vector *Plasmodium* *falciparum*, and even in humans (Derrien *et al.* 2012; Broadbent *et al.* 2015). Derrien and coworkers (2012) cataloged a comprehensive annotation of human lncRNAs for the GENCODE consortium, with median expression differences around 2 orders of magnitude between mRNA and lncRNAs across many different tissue types. Recent experimental evidence suggests that lower lncRNA abundances in bulk-cell sequencing samples is due not to lower levels of expression, but rather greater cell-to-cell variation in expression. Single-cell RNA-seq analysis in the neurocortex revealed that lncRNAs are expressed at levels comparable to mRNAs, but are expressed in a much lower fraction of cells (Liu et al. 2016). Thus bulk analysis results in a lower average abundance. In our study, as in other bulk analyses, each class of lncRNA did include numerous transcripts with maximum abundance levels more akin to mRNAs, although the median for lncRNA was lower (Fig 1b). It will be interesting to see what the first single-cell RNA-seq studies in *Dictyostelium* reveal regarding cellular lncRNA heterogeneity.

lncRNA transcript models were considerably shorter than typical mRNAs (median = 628 vs. 1400 bp) (Fig 1c). The relative shortness of the lncRNAs is not surprising, because these are constrained by the overall available intergenic space, which in *D. discoideum* is only roughly 700 bp on average (Eichinger et al. 2005). Twenty lncRNAs were modeled to have as many as three exons, but splice products remain to be verified.

The *D. discoideum* genome is very AT-rich, but protein coding regions (i.e. ORFs), are more GC rich than intergenic regions (Eichinger *et al.* 2005). The median GC content of ORFs was 25%, whereas lncRNAs GC content was 17% (Fig 1d). The nucleotide composition of non-coding transcripts is similar to that described for *P. falciparum*, which also has a highly AT-skewed genome (Broadbent *et al.* 2015). Intergeneic regions of the *D. discoideum* genome exhibit a strong AT-bias, low complexity and long homo-polymer tracts. We asked whether the lncRNAs were distinct in nucleotide composition from non-expressed intergenic segments. Indeed, randomly selected intergenic sequences were 13% GC on average, significantly lower than lncRNAs (Fig 1d). This difference provides additional confidence in the lncRNA transcript models. One might speculate that some lower limit in GC-content prevents RNA polymerase and associated machinery from transcribing regions below some minimum complexity or GC composition. Anecdotal and published accounts consistently report struggles in amplifying intergenic DNA from *Dictyostelium* (Rosengarten *et al.* 2015b; Eichinger *et al.* 2005). Perhaps these in vitro difficulties reflect challenges experienced by the amoebae themselves.

## Temporal changes in long noncoding RNA abundances follow a similar trajectory as that of the mRNA transcriptome

The protein coding transcriptome of *D. discoideum* changes dramatically over the course of development, with major shifts in the population-average transcript abundances during starvation, multicellular integration and differentiation, and again from the culmination of slugs to fruiting bodies (Rosengarten *et al.* 2015a; Van Driessche *et al.* 2002; Parikh *et al.* 2010). The abundances of mRNA and lncRNA transcripts were examined in heatmaps (Fig 2a,b). In this view, each row represents a transcript, color-coded to show relative changes in abundance for that molecule. Consistent with previous studies (Rosengarten *et al.* 2015b; Van Driessche *et al.* 2002; Parikh *et al.* 2010), the mRNA underwent dramatic changes in expression over the time course (Fig 2a). Likewise, we found that the noncoding transcriptome also changes over developmental time (Fig 2b). Numerous genetics studies have shown that transcriptome dynamics are regulated and have important phenotypic consequences (Williams 2006; Cai *et al.* 2014; Santhanam *et al.* 2015). For example, deletion of the transcription factor encoding *gtaC* manifests itself in an arrest of both the developmental transcriptome state and morphological progression (Cai *et al.* 2014). Thus we hypothesize that the dynamic transcription of long noncoding RNAs may also contribute to development at the (multi-) cellular level.

Multidimensional scaling (MDS) is a powerful approach to visualize high dimensional data in lower dimensional space. MDS can be used to visualize the relative differences between transcriptomes (time points), wherein the Euclidean distances between points in 2-dimensional space correspond to overall dissimilarity between entire transcriptomes of those samples. This analysis revealed the lncRNA temporal changes followed a similar pattern to that of the mRNA, previously described as clusters of slowly changing stages punctuated by gaps representing larger changes in the molecular phenotype (Rosengarten *et al.* 2015a) (Fig 2c,d). Transcriptomes in MDS dimension 1 were nearly collinear with time, although the relationship was imperfect for the lncRNAs (Fig 2e,f).

From the MDS analysis we observed a large temporal shift in this library between 10 and 12 hours of development, and bigger still between 16 and 18 hours (Fig 2d-f). The previous poly-A-based analysis of these samples reported the greatest single transcriptome change between 10 and 12 hours, and also observed considerable separation between the 16 and 18 hour transcriptomes (Rosengarten *et al.* 2015a). Both of these time frames coincide with major morphological changes. The observed signal is robust to library preparation method and is recapitulated by both mRNA and lncRNAs datasets. The consistency in transcriptome pattern among both classes of RNA lends further support to the characterization of the developmental transcriptome as a global quantitative phenotype (Van Driessche *et al.* 2005). Further investigations into the gene regulatory pathways in *D. discoideum* might consider noncoding RNA as well as mRNA responses to genetic perturbations and transcription factor binding (Cai *et al.* 2014; Santhanam *et al.* 2015).

## ncRNA abundances correlate with mRNAs involved in early and late development

Since lncRNAs are abundant throughout development, we propose that they might contribute to cellular and morphological phenotypes. We searched for lncRNAs and mRNAs with strongly correlated transcription profiles (Childs *et al.* 2011; Okamura *et al.* 2015) (Fig 3). We found two groups of correlated transcripts: those abundant, or “on,” early and “off” late; and those off early and on late. Considering decades of characterization of the cell biology of development over time (Kessin 2001), we propose that the early-on lncRNAs are involved in growth (measured at 0h) and in the starvation response at the onset of development, whereas the late-on lncRNAs may contribute to culmination, sporulation and fruiting body maturation. Noncoding transcripts are also present at mid-development time points, (e.g. between hours 8 and 14), leaving open the possibility of roles in multicellular integration and differentiation (Williams 2006; Rosengarten *et al.* 2013).

We wished to test directly whether lncRNAs played a functional role in development. From a collection of barcoded insertion mutants (Robery *et al.* 2013), we identified 15 strains with lesions putatively mapped in or adjacent to asRNAs and lncRNAs (File S8). We grew the strains in association with bacteria on nutrient agar plates and observed growth and development of individual plaques. None of the strains showed overt growth impairment or defects in development on cleared agar. A subset of six strains also developed normally on nitrocellulose filters (data not shown). Our failure to recover lncRNA mutants with obvious phenotypes is likely a reflection of the small sample size of known mutants available for testing. Future genetics studies should be mindful that mutations between coding regions may in fact hit functional genetic elements, and should not be discarded as off-target until the expression of that noncoding region is assessed in a wild-type background.

## Strong temporal and strand signal of an antisense transcript from the mitochondrial genome

*D. discoideum* transcribes its mitochondrial genome (mtDNA) from a single initiation site, with all genes on the same strand (Le *et al.* 2009) (Fig 4a). The resulting polycistronic RNA is processed into 8 smaller multi-genic units, which are further processed into individual gene transcripts (mtRNAs) (Barth *et al.* 2001; Le *et al.* 2009). The transcripts are not poly-adenylated, and therefore have not been included in previously published RNA-seq studies that relied on poly-A library enrichment methods. Overall, mtRNA was highly abundant at the onset of starvation and early development, and declined over the developmental time course (Fig 4b). Even the small and large ribosomal subunit genes, which were targeted for depletion during library preparation, retained high abundance values. This result suggests a limitation of the success of the enzymatic depletion method (Adiconis *et al.* 2013), and speaks to the sheer abundance of mtRNAs overall.

We identified two putative asRNAs mapped to the mtDNA (Fig 4a, green boxes). These overlap with the gene models for (*rnaS/DDB_G0305150*, *trnM, trnL,* and *trnR*) and (*trnP, atp9, trnM,* and *nad9*). The median abundance of the asRNA models was 16-fold lower than that of the top-strand genes. The antisense transcript opposite the *rnaS* locus sharply peaked in abundance at 14 hours (Fig 4b, red box). This peak did not appear to be correlated with the expression of any other mtRNA. The locus including this asRNA model was also notable for a strand specificity of 0.79, well below the genome median, providing additional confidence that this asRNA is independently transcribed. This time point coincides with a major mtDNA replication event during multicellular differentiation (Shaulsky and Loomis 1995). asRNA has been shown to regulate the replication of plasmids in various prokaryotic systems (Brantl 2002, 2015). Whether or not the uptick in asRNA abundance is related to mtDNA replication in *Dictyostelium*, rather than a simple coincidence of small sample size, remains to be tested.

An additional consequence of profiling *Dictyostelium’s* mtRNA is the identification of an annotation issue regarding the small ribosomal subunit (*rnsA*). The annotation of the AX4 mtDNA on dictyBase (version 2013) (Basu *et al.* 2013) does not include the *rnsA* gene, but rather the model *DDB_G0305150* for a gene of unknown function similar to a bacterial protein. Meanwhile, the NCBI mitochondrial genome record (GenBank: AB000109.1), derived from strain AX3, does include the *rnsA* gene annotation overlapping this position. The mtDNA sequences from these two databases display 100% identity (BLAST results not shown), but slight differences in annotation. Our data from AX4 support continuous transcription across the *rnsA* region. Considering the sequence similarity of this locus to small ribosomal subunit genes of other taxa, we propose the mtDNA annotations should be reconciled to include the *rnsA* gene in all cases.

## Abundance and modifications of tRNA transcripts

Although earlier studies cataloged several types of small ncRNAs (Aspegren *et al.* 2004; Avesson *et al.* 2011), the developmental expression of tRNAs in *D. discoideum* has not been described in detail. The present study thus far has focused on long intergenic and antisense transcripts, and the sample preparation method (Ovation, Nugen) was well suited to isolating these molecules. While we detected plenty of reads likely from tRNAs in this library as well, we were not confident in the quantification of the tRNAs because the Ovation method was not optimized to retain molecules smaller than 100 bp. In order to examine tRNAs, typically 70 – 80 bp, we processed a subset of samples—six time points from biological replicate 1—using the riboZero (Epicentre, Madison) rRNA depletion method.

A majority of tRNA gene families is represented by more than a single copy in the *D. discoideum* genome. A total of 418 tRNA genes have been modeled, 403 of which reside on the nuclear genome (<http://dictybase.org/>, version 2013) (Eichinger *et al.* 2005; Fey *et al.* 2009; Basu *et al.* 2013). These correspond to tRNA families with specificity for 41 codons. The prevalence of duplicated loci suggests gene copy number may influence tRNA abundance and availability. With 22 loci each, “tRNA-Lys-UUU” and “tRNA-Asp-GUC” are the most repeated of the tRNA genes. However, the codons they decode, (AAA) and (GAC) respectively, are not the most abundant. Due to the multi-copy state of most tRNA genes, we created a new reference genome with each tRNA allele represented as a contig. We quantified their transcript abundance as the cumulative abundance of all tRNA genes belonging to a tRNA family. Unlike mRNAs and other non-coding RNAs, tRNA abundance didn’t change dramatically during development. So for all further analyses, we aggregated data from all the developmental time points.

We asked whether the abundance of tRNAs correlated with the frequency of the matching codon in the open reading frames throughout the genome (Fig 5a). We found that tRNA abundance and codon frequency were weakly positively correlated (Spearman’s correlation = 0.35), similar to observations in other organisms (reviewed in (Novoa and Pouplana 2012)). Surprisingly, we found that 20 codons had no cognate tRNA partner encoded in the genome.

We wondered how the 20 codons with no tRNA interacting partners might be translated. Based on anticodon similarities, we suspect that 12 of these 20 could be translated through canonical wobble interactions with tRNA isoacceptors (Crick 1966) (data not shown). However, the remaining eight codons with missing tRNA partners are unlikely to be translated merely through classical wobble interactions (Fig 5a). These eight unrepresented tRNA-codon pairs included the least frequent codon, CGG (Arginine), but also more highly ranked codons such as ACC (Threonine, 28^th^ most frequent) and AUC (Isoleucine, 34^th^ most frequent). Transcripts of genes that contain these unmatched codons could suffer from stalled translation, possibly leading to endonucleolytic cleavage and “no-go” mRNA decay (Doma and Parker 2006), or potentially truncated protein expression, which could be detrimental to the cells. One simple explanation might be that transcripts containing these codons are not transcribed, or if transcribed, not translated. We examined 11830 coding sequences obtained from dictyBase (<http://dictybase.org>, version 2013), recently confirmed to be polyadenylated (Cai *et al.* 2014). More than 98% contained at least one of these 8 codons, arguing against the hypothesis that these codons are un-expressed.

As an alternative, we hypothesized that cells resolve the issue of missing codon-tRNA partners through specific post-transcriptional editing of the tRNA to modify the anticodon specificity (Gerber and Keller 1999; Rubio *et al.* 2007; Jackman and Alfonzo 2013). tRNAs are subject to myriad biochemical modifications, including deamination (Jackman and Alfonzo 2013). One of these modifications is deamination of the 5’-adenosine in the anticodon, converting adenosine to inosine, a guanosine analog capable of pairing with (A), (C) or (U) (Gerber and Keller 1999). These modifications expand the decoding capacity of tRNAs to recognize rare codons or compensate for absent isoacceptors. We searched the tRNA transcriptome for evidence of single nucleotide polymorphisms (SNPs) that might modify anticodon specificity. We identified variations within the anticodon that could compensate for four of the eight missing tRNAs (Fig 5b). For example, in the case of the missing tRNA specific for Leucine (CUC), we observed variations in the anti-codon in transcripts of two tRNA-Leu-AAG alleles (Fig 5c, d). In both, the anticodon (AAG) was modified to (GAG). In one case we detected evidence for polymorphism only at the first base of the anticodon (Fig 5c), whereas in the second we additionally identified a SNP at position 28 (Fig 5d). This position, outside of the anticodon, was predicted to remain unpaired in putative secondary structures of the tRNA (S6 Fig) (Lowe and Eddy 1997; Schattner *et al.* 2005). All of the anticodon SNPs involved an A 🡪 G transition, and since inosine is read as guanosine by most sequencing technologies, we interpret this to be evidence of A 🡪 I deamination. Specialized protocols to test if these editing events in fact result in inosine coupled with higher-depth of coverage may be necessary to further validate our findings (Cattenoz *et al.* 2013).

Overall, 27 other tRNAs were found with SNPs somewhere in the transcript (File S9) and many tRNA genes contained SNPs at more than one position. In contrast to the anticodon variants, most other SNPs result in changes of either an (A) or (G) to a (T), suggesting the activity of other post-transcriptional modification mechanisms, or tolerance of some amount of uncorrected transcriptional error in specific positions on tRNAs. We can only speculate at the effect of these polymorphisms, perhaps involved in folding efficiency, ribosome interactions, or amino acid loading. Deeper sampling would be necessary to assess whether post-transcriptional tRNA variation is developmentally regulated. Further functional studies might examine how these changes influence protein expression.

# Conclusion

## Dynamic developmental expression of lncRNAs

How the deposited data were processed for this re-analysis (not part of the article)

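RNA came from cells of the AX4 strain developed on filters and sampled every 2 hr from 0 to 24 hr, with rRNA depleted by InDA-C before sequencing. The 23 libraries form 13 time points, 10 of them with both biological replicates and 3 (12, 16, and 22 hr) with replicate 1 only. The sample labels, the methods, and the list of files leave out the same 3 libraries of replicate 2, and the legend of Figure 2 names only 2 of them.

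For each library the authors deposited a file of counts, which holds the uniquely mapped reads on each of 18048 transcript models. The authors aligned the reads with TopHat to the reference genome, assembled transcripts with Cufflinks and Cuffmerge, and counted the reads on the annotated and the assembled models by strand where possible. The counts are whole numbers, were not normalized, and differ in their total between libraries. For each library the authors also deposited a file of abundances in RPKM, computed by the authors from the mappable length of each model and the total of mapped reads outside the ribosomal palindrome. Neither file has a header, so units were settled from the values. The time-point averages of the RPKM files equal the abundances of File S3 for 1238 genes to within a relative difference of 4.94e-06. The total that the authors divided by was derived from counts and RPKM in each library and ranged from 3056052 to 11041318. Replicates were not pooled in the files.

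Of the gene models, 12740 were matched to the RefSeq table by locus tag and 143 were not. lncRNAs and asRNAs were taken from File S4 by identifier. The mitochondrial models were recognized by their block of identifiers and by lengths derived from counts and RPKM, and the names of mitochondrial genes rest on those lengths. The 4387 assembled models outside the curated lists can share reads with gene models and were used only for the antisense pairs of File S7 and where named. The rRNA models were left out of the tests and normalization. Files S3, S5, and S7 are held here in part, so medians over them describe the part held.

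Changes over time were tested with edgeR version 4.0.16 (R version 4.3.3, limma version 3.58.1, statmod version 1.5.0) in one joint fit of all transcripts with at least 10 counts in total. TMM factors were computed over the tested transcripts, time point was a factor with 13 levels, and the quasi-likelihood F-test asked whether all time points are equal. Contrasts between 0 to 4 hr and 18 to 24 hr used the same fit and the same two-sided quasi-likelihood test. The p-values were adjusted by the Benjamini-Hochberg method over all transcripts tested, with a threshold of 0.05. The time points with 1 library borrow their spread from the others. Standard errors (SE) are those of the fitted log2 fold changes.

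Spearman's correlations (SC), multidimensional scaling, and permutation tests were computed in Python version 3.11.15 with numpy version 2.4.6, pandas version 2.3.3, and scipy version 1.17.1, and figures were drawn with matplotlib version 3.10.9. Permutation tests used 100000 resamples, for which the smallest p is 1e-05, or all choices of libraries where these could be listed, and were two-sided. Random placement along the genome used 10000 draws. The pairs of lncRNAs and mRNAs used the paper's thresholds, an SC of at least 0.85 in size and an adjusted p under 0.01, but another list of regulated mRNAs, chosen by the F-test and a rise of at least 2-fold over 0 hr. All 620 lncRNAs were compared, without a further minimum of abundance. The paper's methods also name the whole list of lncRNAs, and the legend of Figure 3 calls the lncRNAs shown abundant.

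The fit was tested on simulated data with the library sizes and dispersions of the files. Changes at 18 to 24 hr, up or down at random, were set in randomly drawn lncRNAs and in mRNAs drawn from those with higher counts. For a log2 change of 1, 2, and 4, the F-test found 2 of 70, 48 of 74, and 53 of 56 changed mRNAs. For lncRNAs it found 0 of 28, 0 of 36, and 2 of 36, of which 21, 22, and 27 had enough counts to be tested. Of the transcripts simulated without a change, 4 of 11455 mRNAs and 0 of 309 lncRNAs passed. The mean estimated log2 change of the mRNAs was 1.03, 2.01, and 4.09. A lncRNA had a median of 14 counts over all libraries, at which the test missed most simulated changes, large ones included.

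Intervals on shares are Wilson intervals of 95% and cover counting error only, not the difference between cultures or library preparations. A count of 0 allows up to 3 counts. Values of single libraries are given beside averages where the replicates differ.

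The transcripts named in the text were fixed by a rule before the data were examined. They are the transcripts and genes that the paper names and the files list, the marker genes carA, csaA, cotB, pspA, ecmA, and spiA, and the 5 lncRNAs with the highest maximum average abundance. They also include the 3 lncRNAs with the smallest adjusted p among those with their maximum at 0 to 6 hr in both replicates, and the 3 among those at 18 to 24 hr. The remaining ones are the 2 lncRNAs with the most correlated mRNAs in the early and in the late group, and the pair of a lncRNA and its 5′ neighbor with the highest SC in each orientation. Other transcripts named were chosen after their values were seen.

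Alternatives set before the data were examined were the authors' library totals in place of TMM, TMM factors from nuclear mRNAs, DESeq2 version 1.42.0 with its likelihood-ratio test, no filter on low counts, a filter of at least 10 counts in at least 2 libraries, a replicate block, the 10 time points with both replicates, a natural spline of time with 4 degrees of freedom, a stricter adjusted p of 0.01, and leaving out each replicate. For correlations and scaling they were a Pearson's correlation distance, minimum abundances or counts, separate libraries in place of averages, other random pairs, all detected mRNAs, and an SC of at least 0.90 in size. Alternatives added after the data were seen are the spline in each replicate alone, the decline of mitochondrial RNA in each replicate alone or between 2 groups of libraries, the ratio of mitochondrial genes to asRNAs with medians over the libraries or in each replicate alone, and the 3′ neighbor in place of the 5′ neighbor.

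GC content was left out because it needs the genome sequence. The Ribo-Zero comparison, the tRNAs, and the insertion mutants were not analysed here, since their measurements are not among the values of these libraries. The identifiers in File S8 and the 2 transcripts of Figure S7 are not among the models of the files or in File S4, and no result is given for them.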

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

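The tests of depth, of scattered genes, and of a deletion on chromosome 2, and of the copies of the end of chromosome 1, were chosen after the results were seen.

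Among the named transcripts, 61 groups of 6 or 7 libraries (0 to 4 hr and 18 to 24 hr) were searched for a library that stands apart from the others, and 7 were found, against 3.05 expected by chance at 1 in 20. A library was taken to stand apart where its gap to the nearest other library, divided by the range of the group, was above Dixon's 95% critical value. Of the 7, 4 concern the same library, that of 4 hr in replicate 2, where gtaC (0.631 of the range), csaA (0.780), pspA (0.663), and the lncRNA DDB_G3973333 (1, with 0 RPKM in the other 5 libraries) were highest. These groups mix 3 time points, so a rise within the first 4 hr can also set a library apart.

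All 4 transcripts rise later in development. A candidate explanation is that the replicate 2 culture was ahead of replicate 1 at 4 hr. Of the mRNAs with a maximum at 8 to 10 hr in replicate 1, the 100 with the largest rise over its 0 to 4 hr mean were taken. Their median log2 ratio of replicate 2 to replicate 1 at 4 hr was 1.32, against 0.19 over all mRNAs. At that time 80 of the 100 were higher in replicate 2. At 6 hr the ratio was 2.13, with 95 of the 100 higher, and at 8 and 10 hr it was −0.25 and −0.67. Choosing genes by their replicate 1 values can itself raise the ratio at 0 to 4 hr and lower it at 8 to 10 hr. At 0 and 2 hr, which entered the choice as 4 hr did, it was 0.45 and 0.02. Among the replicate 1 libraries, that of 6 hr was the most similar to the 4 hr library of replicate 2, with an SC of 0.940 against 0.935 for 4 hr, a small difference. At 6 hr in replicate 1, gtaC had 147 RPKM, csaA 450 RPKM, and pspA 11.8 RPKM, so the 4 hr values of replicate 2 (145, 90.2, and 15.2 RPKM) lay near or below what 2 to 4 more hours would give, pspA having 30.5 RPKM at 8 hr. The lncRNA DDB_G3973333 does not follow this, since its 5.91 RPKM was above the 2.48 and 2.19 RPKM of replicate 1 at 6 and 8 hr, and it had 0 RPKM in replicate 2 at 6 hr.

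RNA of late libraries mixed into the 4 hr library of replicate 2 may also raise late transcripts. The 100 mRNAs chosen in the same way with a maximum at 18 to 24 hr had a median log2 ratio of 0.53 at 4 hr. Of these, 68 of the 100 were higher in replicate 2, so they were raised less than the earlier set. The rise of gtaC would need a share of 56.2% of late RNA, that of csaA 88.7%, and that of DDB_G3973333 21.9%, whereas over the late set the share needed was 0.0770% in the median and 2.65% at most. These values argue against mixing as the whole cause for these 3 transcripts. For pspA a share of 0.406% would be enough, so mixing stays open there. A difference in the pace of development between cultures is biological, and a difference in the start of starvation or in the time of sampling is technical, and the 2 were not separated by these values.

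The other 3 libraries that stood apart are at 18 to 24 hr. The carA-1 value was lowest in replicate 2 at 18 hr (0.660 of the range, 318 RPKM against at least 441 RPKM), pspA was highest in replicate 1 at 18 hr (0.601, 9356 RPKM against at most 4831 RPKM), and DDB_G0275117 was highest in replicate 1 at 22 hr (0.713, 556 RPKM against at most 274 RPKM). The next highest pspA value was the 18 hr library of replicate 2, and pspA fell from 18 to 24 hr in both replicates, so time within the group contributes to its spread. There is no replicate 2 library at 22 hr to compare with for DDB_G0275117. No technical or biological explanation was tested for these 3.

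A stretch of chromosome 2 from DDB_G0271424 to DDB_G0271160, which the paper does not discuss, has 17 genes with at least 10 counts in replicate 2, and 16 of them had 0 counts in all 13 libraries of replicate 1. These 16 had 8518 counts in the 10 libraries of replicate 2, above the 3 that a count of 0 allows. Lower depth of replicate 1 does not account for this, since 9950 counts were expected there from the library totals. Regulation of single genes would scatter such genes over the genome, whereas elsewhere only 5 of 11453 genes had 0 counts in replicate 1, none with over 40 counts in replicate 2, and all 20 flanking genes had counts in both. A deletion in the replicate 1 culture is a candidate explanation that stays open, as does a loss of transcription over the whole stretch, and the 2 cannot be told apart from counts of RNA. A single uninterrupted deletion would not leave DDB_G0271172, a model of 98 nt with 180 counts in replicate 1 and 228 in replicate 2, but whether its reads come from another copy was not tested. The 16 genes were named by their stretch after their values were seen. The design names no condition that differs between the replicates, so no biological explanation was tested.

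At the left end of chromosome 1, from DDB_G0267178 to DDB_G0267342, 13 of 43 genes with at least 50 counts were at least 4-fold higher in replicate 1, with a median log2 ratio of 3.33, and 12 of the 13 were higher at each of the 10 shared time points. Elsewhere, 51 of 11185 genes were at least 4-fold higher. The paper does not discuss this stretch. More copies of the chromosome end in replicate 1 would raise all of its genes, but 16 of the 43 were lower in replicate 1. Transcription of 1 strand across the stretch would raise genes on that strand, but 7 of the raised genes lie on the plus strand and 5 on the minus strand, and 1 has no strand in the part of File S3 held here. The raised genes had a median of 14.3 RPKM in replicate 1 and 2.17 RPKM in replicate 2, and a median of 0.460 RPKM in the poly-A values of File S5. A difference in silencing of the chromosome end between the cultures was not tested and stays open, as does a structural difference that spares some genes.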

How the results depend on the processing

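The spline in each replicate alone, the decline of mitochondrial RNA in each replicate alone or between 2 groups of libraries, the ratio of mitochondrial genes to asRNAs with medians or in each replicate alone, and the 3′ neighbor in place of the 5′ neighbor were chosen after the data were seen, and the other alternatives before the data were examined.

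Of 36 summary results, 16 kept their direction and their side of the threshold, or stayed within the spread between replicates, under each alternative run for them. Of 164 comparisons with an alternative, 123 were unchanged, 35 moved, 5 reversed, and 1 weakened. The count of mRNAs changing over time stayed between 6004 and 9785, and the correlation of dimension 1 with time between 0.985 and 0.991 for mRNAs and between 0.943 and 0.979 for lncRNAs. All 6 mRNA measures of the 10 to 12 hr and 16 to 18 hr steps moved by less than the spread between replicates. The maximum abundance of mRNAs remained above that of lncRNAs, with ratios from 41.9 to 122. Between 40 and 42 mitochondrial models fell, 34 to 40 of them with an adjusted p under 0.05, and the spacing of lncRNAs stayed below that of placements that do not exclude protein-coding loci. Leaving out replicate 1 gave no value for the steps, since replicate 2 has no library at 12 or 16 hr. In the F-test over 13 time points a replicate could not be left out, since 1 library per time point leaves no spread.

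The count of lncRNAs changing over time rose from 64 to 216 with a natural spline of time, which tests 4 coefficients in place of 12 differences between time points. It was 32 at the stricter adjusted p of 0.01, by construction. Adjusted over the list alone, it rose from 29 to 48 with DESeq2, 46 with at least 10 counts in at least 2 libraries, and 180 with the spline. The stricter filter tests fewer lncRNAs. The cause of the change with DESeq2 was not tested.

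Libraries with the same replicate number did not always deviate together. Over 45 pairs of time points, the correlation of the difference between replicates across mRNAs ran from −0.0947 to 0.406, with a median of 0.146, and 27 were over 0.1. By this measure the number does not pair all libraries, although a stretch of chromosome 2 and the left end of chromosome 1 do separate the replicates. The replicate block moved no count by over 1.5 times. With a replicate block in the fit, 8915 mRNAs and 58 lncRNAs passed, 28 adjusted over the list alone, and the spline with replicate block gave 9781 mRNAs and 203 lncRNAs, 166 over the list alone. The replicate block left the median log2 fold change of the mitochondrial models at −2.61, with 40 lower.

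For lncRNAs, the steps between time points depended on the distance. With Pearson's correlation of log2 abundance, the 10 to 12 hr step was 0.110 as a distance and 0.0778 in the plane, and the 16 to 18 hr step was 0.0876 as a distance, 0.0164 in dimension 1, and 0.0910 in the plane. With only transcripts that average at least 1 RPKM at some time point, 1 − SC was 0.356 and 0.386 for these steps, and the 16 to 18 hr step was 0.276 in the plane. Without replicate 2, the steps were 0.0606 and 0.299 in the plane. Since the distances are on other scales, their ranks matter more than their sizes (with the Pearson's correlation, the 10 to 12 hr step ranked 2nd, 3rd, and 4th of 12 as a distance, in dimension 1, and in the plane), and the cause of the changes in rank was not tested.

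For converging pairs, no alternative gave a permutation p under 0.05 against random pairs (0.0786 to 0.837), while the median lay above or below that of the random pairs depending on the alternative. It was 0.0990 with lncRNAs of at least 50 counts, 0.00634 with the 3′ neighbor, and from −0.00550 to 0.0293 across the fits that each left out 1 replicate, without replicate 1 giving the higher value. Diverging pairs were at 0.0403 with the 3′ neighbor, no longer past the threshold against random lncRNA-mRNA pairs (permutation p = 0.383). Their median was then below that of random mRNA-mRNA pairs, also without passing the threshold (permutation p = 0.235). The cause was not tested for converging pairs.

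The number of lncRNAs correlated with mRNAs was 99 with at least 50 counts, where fewer lncRNAs are compared, and 369 with all mRNAs detected, where more mRNAs are. With all mRNAs detected there were 4765 mRNAs, 58 early lncRNAs, and 103 lncRNAs with a maximum at 8 to 16 hr, and with at least 50 counts there were 49 late lncRNAs. Leaving out 1 replicate gave from 662 mRNAs (without replicate 1) to 1624 mRNAs, and from 15 (without replicate 1) to 24 lncRNAs with a maximum at 8 to 16 hr. Replicate 2 has 10 time points, which makes the adjusted p harder to reach.

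With the authors' library totals the median log2 fold change of the mitochondrial models was −3.35, where the median of all mRNAs was −0.62, a shift by construction of the scaling. The ratio of the median mitochondrial model to the median asRNA was 3.20 with medians over the libraries, and from 3.63 (without replicate 2) to 4.51 (without replicate 1) in 1 replicate alone. The 14 hr ratio of the asRNA opposite rnsA ran from 0.772 (without replicate 1, the direction reversed) to 4.24 (without replicate 2), which shows that the 14 hr library of replicate 1 carries the value. The median SC of asRNAs and their sense genes was 0.462 with at least 50 counts, and from 0.262 to 0.333 across the fits that each left out 1 replicate, with 81.3% and from 74.2% to 75.4% of the pairs above 0. The mean SC with the poly-A values was 0.864 for genes above 1 RPKM, and from 0.817 to 0.841 with 1 replicate left out. The cause was not tested for the ratio of the mitochondrial models and for the last 2 results.

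For 28 named transcripts, 280 adjusted p-values over time were compared, of which 8 became stronger (crossed under 0.05) and 3 weaker. DDB_G3970121 crossed under 0.05 with DESeq2, at 0.00893, and DDB_G3970409 under 7 alternatives. With the spline in 1 replicate alone, DDB_G3971493 had an adjusted p of 0.0529 (without replicate 2), DDB_G3970835 of 0.0508, and DDB_G3970331 of 0.0924 (both without replicate 1). The cause was not tested, although these fits hold fewer libraries. The other 23 named transcripts kept their side of the threshold under each alternative.

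Depth and the form of the test limit the results for lncRNAs. With a median of 14 counts per lncRNA over 23 libraries, the F-test found 2 of 36 simulated lncRNAs with a log2 change of 4 (27 had enough counts to be tested), so a lncRNA without a small adjusted p was not shown to be constant.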

Differences from the paper's values

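The 3′ neighbor, and medians or single replicates for the ratio of mitochondrial models to asRNAs, were chosen as alternatives after the values were seen, and the alternatives named as set before the data were examined were not.

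The lowest share of reads on rRNA was 21.8% in these files, against the paper's 40%, and no alternative was set for this value. The share was computed from the counts of the 8 rRNA models and the authors' total, which leaves out the ribosomal palindrome.

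The mean SC between the rRNA-depleted averages and the poly-A values of the same time points was 0.834, against the paper's 0.96. None of the alternatives set before the data were examined closed the gap, with 0.864 for genes above 1 RPKM in both methods, 0.841 without replicate 1, and 0.817 without replicate 2. File S5 is held here in part.

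The median of the maximum abundance of lncRNAs was 0.631 RPKM, against the paper's 1.0 RPKM. Of the alternatives set before the data were examined, the maximum over single libraries (0.971 RPKM) closed the gap. Leaving out replicate 1 (0.684 RPKM) or replicate 2 (0.784 RPKM) brought the value within 1.5 times of the paper's, but not within the SD between replicates (0.0709 RPKM), and the mean over the time points (0.117 RPKM) did neither.

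The median SC of lncRNAs with a diverging 5′ neighbor was 0.201, against the paper's 0.03. None of the alternatives set before the data were examined closed the gap, with 0.216 without replicate 1, 0.231 without replicate 2, 0.258 for lncRNAs with at least 50 counts, and the same 0.201 beside random mRNA-mRNA pairs. With the 3′ neighbor in place of the 5′ neighbor, an alternative chosen after seeing the values, the median was 0.0403 for neighbors on the opposite strand, which is within 0.0108, the SD between replicates, of the paper's value. The SCs that File S6 itself lists have the same medians, 0.201 for the 5′ and 0.0403 for the 3′ neighbors on the opposite strand, and which of them the paper's text describes is not settled by these values.

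The median SC of random pairs was 0.00145 for lncRNAs paired with mRNAs, against the paper's 0.08. Of the alternatives set before the data were examined, random mRNA-mRNA pairs (0.0772) closed the gap, and leaving out replicate 1 (−0.0224), leaving out replicate 2 (−0.00459), and lncRNAs with at least 50 counts (−0.0166) did not.

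The number of lncRNAs correlated with developmentally regulated mRNAs was 192, against the paper's 51. None of the alternatives set before the data were examined closed the gap, with 194 without replicate 1, 132 without replicate 2, 99 with at least 50 counts, 369 with all mRNAs detected, and 170 with an SC of at least 0.90 in size. The number of mRNAs correlated with lncRNAs was 2272, against the paper's 858. Leaving out replicate 1, set before the data were examined, closed this gap with 662 mRNAs, and the other alternatives did not, with 1624 without replicate 2, 2971 with at least 50 counts, 4765 with all mRNAs detected, and 2112 with an SC of at least 0.90. The list of regulated mRNAs used here is not the list of the paper, and the 192 lncRNAs include ones with few counts (a median of 28), whereas the legend of Figure 3 calls the lncRNAs shown abundant. The methods name the whole list of lncRNAs as compared.

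The median mitochondrial model was 4.25-fold as abundant as the median of the 2 mitochondrial asRNAs, against the paper's 16-fold, and no alternative was set for this value before the data were examined. Medians over the libraries (3.20), leaving out replicate 1 (4.51), and leaving out replicate 2 (3.63) were chosen after seeing the values and did not close the gap.

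The paper places the correlation of diverging pairs below that of random pairs. Here the median of the 518 diverging pairs lay above that of random lncRNA-mRNA pairs and of random mRNA-mRNA pairs (permutation p = 1e-05 for each, the smallest the test can give), and with the 3′ neighbor and random mRNA-mRNA pairs, both chosen together after seeing the values, it lay below (permutation p = 0.235).

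The paper places the correlation of converging pairs below that of random pairs and most of their correlations at low values. Here the rank-sum test found no difference from random lncRNA-mRNA pairs (permutation p = 0.180). The median of 0.00 was below the 0.0772 of random mRNA-mRNA pairs, which is the paper's direction, but again no difference was found (permutation p = 0.837). Of the SCs of converging pairs, 65.4% were below 0.30. With the 3′ neighbor on the same strand, chosen after seeing the values, 75.2% were, which reaches the share that the paper states.

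The paper sees no obvious pattern of clustering of lncRNAs along the chromosomes. Here the median gap was 0.792 of that under random placement (permutation p = 0.0001, the smallest that the placements can give) and 0.854 with 1 entry per identifier. The placements did not exclude protein-coding loci, and no placement restricted to the space between them was run, so the ratio does not separate clustering from the space that genes take up.

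The paper describes a sharp peak of the asRNA opposite rnsA at 14 hr. Here the peak was present in replicate 1 and not in replicate 2, where 14 hr ranked 9th of 10 libraries.

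The paper places a large shift between 10 and 12 hr and a larger one between 16 and 18 hr. Here, for mRNAs, the 16 to 18 hr step was the smaller of these by 1 − SC, in dimension 1, and in the plane, with a difference in 1 − SC within the SD between replicates (0.0154). It was the larger with the Pearson's correlation distance (0.0939 against 0.0910, and 0.113 against 0.108 in the plane, but 0.0822 against 0.103 in dimension 1) and, in the plane, in replicate 1 alone (0.0967 against 0.0942). For lncRNAs it was the larger by all 3 measures in the averages, and the smaller with the Pearson's distance (0.0876 against 0.110, and 0.0164 against 0.0660 in dimension 1), although not in the plane (0.0910 against 0.0778). The largest mRNA step by 1 − SC was at 0 to 2 hr (0.149), and the 10 to 12 hr step of lncRNAs ranked 7th of 12 by 1 − SC and 2nd by the Pearson's distance, while the gap of mRNAs in dimension 1 was largest at 10 to 12 hr.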

Other observations

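The comparison with thinned random pairs and the tests by shuffled and regrouped libraries, of scaling, of low depth, of reads from the other strand of rnsA, and of unsampled time points for the 14 hr peak, of the steps at time points with 1 library, and of the 3′ and distant neighbors were chosen after the results were seen.

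To see whether chance could give the changes over time, the time labels were shuffled among the libraries. Of the 21 splits compared, the real one included, 1 gave as many mRNAs with an adjusted p under 0.05 (the real one, with 8809), and the shuffled orders gave at most 2123. For lncRNAs too, 1 of the 21 splits gave as many, and the shuffled orders gave at most 4. The lncRNAs were adjusted jointly with the mRNAs, however, and the shuffled orders had a median of 0 mRNAs passing. Fewer passing mRNAs make the cutoff stricter for lncRNAs as well, so this comparison cannot show for lncRNAs alone that chance is excluded. Counts adjusted over the lncRNA list alone were not compared with shuffled orders. For the decline of mitochondrial RNA, 1 of 100 splits of the 13 libraries into groups of 6 and 7 gave as many lower models (the real one, with 40), and the others gave at most 12.

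The 14 hr peak of the asRNA opposite rnsA was 774 RPKM in replicate 1 and 178 RPKM in replicate 2. Scaling of the 14 hr library of replicate 1 may raise a value, but 0 of 43 others (the 42 mitochondrial models and the second asRNA) had a ratio of replicate 1 to replicate 2 as high, and none exceeded 2.06. A general rise of antisense reads in that library is argued against by the nuclear asRNA models, whose share of counts had a ratio of 1.06, within the 0.700 to 2.04 of the other time points. Low depth of that library would leave few counts on the asRNA, but it had 4718 there, more than the 3638 in the deeper 14 hr library of replicate 2, which argues against counting error and covers nothing else about the library. Strand-switched reads of the rnsA transcript stay open. DDB_G0305150 on the sense strand had a ratio of 1.89 in that library, above its 0.458 to 1.17 at the other time points and below the 4.34 of the asRNA, so it rose as this explanation asks but by less. A short peak that replicate 2 passed between its sampled time points stays open as well, since its libraries reach at most 325 RPKM and do not include 12 or 16 hr. The 14 hr library of replicate 1 also had the highest share of rRNA, 56.0%, and a difference in its preparation was not tested beyond these values, while the library with the next highest share, 50.4% (20 hr in replicate 2), had 123 RPKM. The last 2 explanations tested and a difference between the cultures cannot be told apart with the libraries at hand.

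Low counts of the lncRNAs could lower their correlation with the 5′ neighbor. Neighboring mRNA pairs had a median SC of 0.192, which fell to 0.111 when 1 member was thinned to the counts of a lncRNA. The same mRNAs paired at random had 0.103, and 0.0564 when thinned in the same way, still below the thinned neighbors (two-sided permutation p = 0.00667). The lncRNA pairs of both orientations together had a median of 0.188, above the thinned mRNA pairs (two-sided permutation p = 9e-05). Low counts therefore lower neighbor correlations without removing their excess over random pairs, and the SC of a lncRNA with its neighbor may understate what more counts would give. Pairs are not independent replicates.

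Diverging 5′ neighbors were correlated with lncRNAs above random pairs. Correlation of neighbors along the chromosome in general may give such a difference, but opposite-strand 3′ neighbors had a median SC lower by a difference of 0.161 (permutation p = 1e-05, the smallest the test can give). The 5′ pairs were also nearer, with a median distance of 649.5 bp against 1434 bp for the opposite-strand 3′ pairs. For the same lncRNA, the 5′ neighbor had a higher SC than the 3′ neighbor of either strand in 335 of 513 cases. The mean difference was 0.171 (sign-flip permutation p = 1e-05). Transcription from a shared start region could also give it, and the first comparison made for it was of 322 pairs at most 1000 bp apart with 196 farther pairs, whose medians of 0.210 and 0.183 differed by 0.0266 (permutation p = 0.401). The farther pairs stayed 0.143 above the opposite-strand 3′ pairs (permutation p = 2e-05), which argues against a start region within 1000 bp as the whole cause and leaves open one that is wider. Strand-switched reads of the neighbor's transcript would make lncRNAs next to an abundant gene more abundant, and across the 518 pairs the rho of the maximum abundances was −0.0440 (permutation p = 0.316). Pairs are not independent replicates. Shared regulation of both transcripts is a biological explanation that was not tested.

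To see whether a chance order of the time points could give the lncRNAs correlated with mRNAs, the time points of each lncRNA were shuffled. At most 22 lncRNAs had a correlated mRNA, against 192. This argues against a random order only, since a trend over time shared by many transcripts would also exceed the shuffled orders.

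The large mRNA steps at 10 to 12 hr and 16 to 18 hr each set 1 library in place of 2 at 12 and 16 hr against an average. If that enlarged them, the steps at time points with 1 library could be larger in general, but the 6 such steps had a median 1 − SC of 0.0514, against 0.0578 for the 6 others. In replicate 1 alone, however, the 2 steps ranked 3rd and 6th by 1 − SC and 2nd and 3rd in dimension 1, so the tests point in different ways. A change of expression at these times and the effect of a single library cannot be told apart, since replicate 2 has no library at 12 or 16 hr.

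For 6 of the 10 libraries of replicate 2, the most similar library of replicate 1 across mRNAs was that of the same time point. The others were 4 hr, nearest to 6 hr; 14 hr, nearest to 12 hr (SC 0.967 against 0.945); 18 hr, nearest to 20 hr (0.954 against 0.952); and 20 hr, nearest to 22 hr (0.945 against 0.941).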
